# Molecular Expression Profile Reveals Potential Biomarkers and Therapeutic Targets in Canine Endometrial Lesions

**DOI:** 10.1371/journal.pone.0133894

**Published:** 2015-07-29

**Authors:** Fabiana Azevedo Voorwald, Fabio Albuquerque Marchi, Rolando Andre Rios Villacis, Carlos Eduardo Fonseca Alves, Gilson Hélio Toniollo, Renee Laufer Amorim, Sandra Aparecida Drigo, Silvia Regina Rogatto

## Abstract

Cystic endometrial hyperplasia (CEH), mucometra, and pyometra are common uterine diseases in intact dogs, with pyometra being a life threatening disease. This study aimed to determine the gene expression profile of these lesions and potential biomarkers for closed-cervix pyometra, the most severe condition. Total RNA was extracted from 69 fresh endometrium samples collected from 21 healthy female dogs during diestrus, 16 CEH, 15 mucometra and 17 pyometra (eight open and nine closed-cervixes). Global gene expression was detected using the Affymetrix Canine Gene 1.0 ST Array. Unsupervised analysis revealed two clusters, one mainly composed of diestrus and CEH samples and the other by 12/15 mucometra and all pyometra samples. When comparing pyometra with other groups, 189 differentially expressed genes were detected. *SLPI*, *PTGS2/COX2*, *MMP1*, *S100A8*, *S100A9* and *IL8* were among the top up-regulated genes detected in pyometra, further confirmed by external expression data. Notably, a particular molecular profile in pyometra from animals previously treated with exogenous progesterone compounds was observed in comparison with pyometra from untreated dogs as well as with other groups irrespective of exogenous hormone treatment status. In addition to *S100A8* and *S100A9* genes, overexpression of the inflammatory cytokines *IL1B*, *TNF* and *IL6* as well as *LTF* were detected in the pyometra from treated animals. Interestingly, closed pyometra was more frequently detected in treated dogs (64% *versus* 33%), with *IL1B*, *TNF*, *LBP* and *CXCL10* among the most relevant overexpressed genes. This molecular signature associated with potential biomarkers and therapeutic targets, such as *CXCL10* and *COX2*, should guide future clinical studies. Based on the gene expression profile we suggested that pyometra from progesterone treated dogs is a distinct molecular entity.

## Introduction

Cystic endometrial hyperplasia (CEH), mucometra, and pyometra are very common uterine diseases in countries where spaying healthy dogs is not a routine practice [1]. Among these diseases, pyometra is of particular importance in veterinary medicine due to its association with septicemia and toxemia [2]. Pyometra or chronic purulent endometritis affects approximately 25% of intact female dogs before the age of 10 and is characterized by bacterial infection and inflammation within the uterine cavity [3], [4]. In open cervix pyometra, inflammation leads to a distended uterus with a purulent vaginal discharge. Conversely, in closed pyometra an intrauterine purulent exudate accumulates leading to an increased risk of sepsis and subsequent death. Ovariohysterectomy is the most effective treatment in the prevention of overwhelming sepsis and disease recurrence [5].

Despite presenting distinct types of uterine fluid and degree of mucin hydration, mucometra and pyometra are considered similar diseases, both causing an accumulation of intrauterine fluid [6]. While pyometra presents an infected purulent fluid, mucometra is characterized by the presence of a sterile seromucous fluid within the uterine cavity [1]. Mucometra is thought to occur with CEH, leading to decreased fertility in breeding animals and having the potential risk of progression to pyometra [1], [2], [4].

The pathogenesis of pyometra is not completely understood. An association between pyometra and diestrus has been reported, confirmed by the absence of the development of pyometra in dogs who have undergone a bilateral oophorectomy [4]. CEH is the most common uterine disease in canines and has been proposed as a lesion that predisposes female dogs to pyometra [6]. CEH is a progressive proliferative process that is mediated by progesterone and potentially exacerbated by estrogen [2], [4]. In the pathogenesis of pyometra, progesterone has been reported by as being involved in endometrial gland secretion stimulation, suppression of the immune response and induction of cervical closure, providing a favorable environment for bacterial growth [2], [4]. In contrast, there is some evidence to suggest that uterine infection or endometrial irritation by foreign bodies may lead to an excessive endometrial hypertrophy and hyperplasia resulting in pronounced endometrial glandular proliferation. In addition, luminal epithelial cell secretion can initiate the development of pyometra or mucometra, depending on its origin, bacterial or not [2], [4], [7].

Although CEH, mucometra and pyometra are very common uterine diseases affecting intact female dogs, there have been a limited number of molecular studies performed on these disorders. To the best of our knowledge, only one study, using a limited number of cases, has reported the gene expression profile in pyometra samples in comparison with normal endometrium [8]. Thus, this study aimed to determine the gene expression profile of pyometra, comparing it with CEH and mucometra, as well as with endometrium samples obtained of healthy female dogs during diestrus. In addition, we sought to identify the molecular signature of closed pyometra, the most life-threatening form of the disease. These data have the potential to identify the biological mechanisms that contribute to uterine endometrial dysfunctions and reveal potential biomarkers that could be useful in clinical practice.

## Materials and Methods

### Animals

This study was performed according to the National and International Recommendations for the Care and Use of Animals. All procedures were performed under the approval of the Ethics Committee for Animal Experimentation from FCAV-UNESP (Permit Number: 008105/11). We obtained written owner consent before including any subject in the experiment. The animals were treated according to the norms of the Veterinary Hospital.

Endometrial samples were collected from female dogs, admitted to the Veterinary Hospital for elective or therapeutic ovariohysterectomy (OHE). The sample was composed of 16 cystic endometrial hyperplasia (CEH), 15 mucometra and 17 pyometra specimens (8 open and 9 closed-cervix pyometra samples). Two uterine samples with similar morphological features (approximately 1 cm^2^ each) per case were collected from mid-portion of the right and left horn for molecular and histological analyses, respectively. Luminal exudate was excluded from the endometrial samples. Normal endometrium, CEH, mucometra and pyometra cases were diagnosed based on clinical information, physical examination, radiographic and/or ultrasonographic images, and further histologically confirmed by two experienced pathologists (FAV and RLA). The determination of estrus cycle phase was performed through anamnesis, clinical control, vaginal cytology and serum progesterone levels [9,10]. Diestrus phase was also subdivided into early, mid- and late diestrus (S1 Table). Fifty-five animals were in diestrus and 14 in anestrus. Normal endometrial samples were obtained from 21 healthy female dogs during early diestrus. Seventeen of 69 dogs (1 from diestrus, 4 from CEH, 2 from mucometra and 10 from pyometra groups) were previously treated with exogenous progesterone-like compounds to suppress estrous signs. Clinical features of all animals are shown in Table 1. Statistical analysis included Chi-square or Fisher exact test to determine the association between the categorical variables.

**Table 1:** Clinical parameters in female dogs from diestrus, cystic endometrial hyperplasia (CEH), mucometra and pyometra groups.

Features	Diestrus	CEH	Mucometra	Pyometra
	N = 21 (%)	N = 21 (%)	N = 15 (%)	N = 17 (%)
**Age (years)**				
Median (range)	3 (1–9)	10 (3–16)	8 (3–13)	9 (6–14)
**Estrus cycle stage**				
Proestrus	-	-	-	-
Estrus	-	-	-	-
Diestrus	21 (100)	10 (62)	9 (60)	15 (88)
*Early diestrus*	21	9	3	9
*Mid-diestrus*	-	1	3	4
*Late diestrus*	-		3	2
Anestrus	-	6 (38)	6 (40)	2 (12)
**Breed**				
American Pit Bull Terrier	-	-	-	2 (12)
American Staff Terrier	-	1 (6)	-	-
Beagle	1 (5)	-	-	-
Boxer	-	1 (6)	1 (7)	-
Brazilian Mastiff	-	-	-	2 (12)
Brazilian Terrier	-	1 (6)	-	-
Cocker Spaniel	-	-	1 (7)	-
German Shepherd	-	2 (12.5)	1 (7)	-
Labrador Retriever	1 (5)	-	-	1 (5.5)
Pinscher	-	1 (6)	-	2 (12)
Poodle	-	2 (12.5)	-	2 (12)
Teckel	-	1 (6)	2 (13)	1 (5.5)
Mixed-breed	19 (90)	7 (44)	10 (67)	7 (41)
**Serum progesterone levels (P4) ng/mL**				
Mean ± SD error	20.13 ± 3.537	6.656± 2.034	3.576 ± 0.9891	9.893 ± 3.206
**WBC (x10** ^**3**^ **μL)**				
Mean ± SD error	7996 ± 1109	13070 ± 4327	9617 ± 1781	20789 ± 4535*
**HCT (%)**				
Mean ± SD error	40.38 ± 3.067	42.19 ± 4.657	37.58 ± 3.505	35.17 ± 2.994
**PLT (x10** ^**3**^ **μL)**				
Mean ± SD error	251.2 ± 19.350	357.3 ± 91.79	353.9 ± 64.3	232.7 ± 47.46
**Previous treatment with exogenous progesterone** **				
Yes	1 (5)	4 (25)	2 (13)	10 (59)
No	20 (95)	12 (75)	13 (87)	7 (41)

WBC, White Blood Count; HCT, Hematocrit; PLT, Platelet Count.

* Higher WBC was detected in pyometra compared with mucometra (*P* = 0.035), CEH (*P* = 0.0048) and diestrus (*P*<0.0001, Mann-Whitney test).

** Previous treatment with exogenous progesterone compounds to suppress estrous signs. A significant association of previous progesterone treatment and pyometra was detected (*P* = 0.001, Chi-square test).

### Blood Samples and Analysis

Before surgery, blood samples for hematological and progesterone (P4) serum levels were collected from the jugular vein using the vacuum system EDTA (BD Vacutainer Blood Collection Tube–BD, Franklin Lakes, New Jersey, USA) and EDTA-free (BD Vacutainer Serum Tube–BD, Franklin Lakes, New Jersey, EUA) respectively. Biochemical and hematological analysis were performed following routine protocol. Hematological parameters included hematocrit (HCT), white blood cell count (WBC) and platelet count (PLT). Serum P4 levels were measured by chemiluminescence immunoassay according to Tahir et al. [11]. Kruskal-Wallis or Mann-Whitney tests were applied to compare hematological data and P4 levels between the groups. Statistical analysis was carried out using SPSS version 17.0 (SPSS) and the GraphPad Prism 5 (GraphPad Software Inc.) software.

### Tissue samples and Histopathological Examination

Uterine tissues were collected immediately after OHE. Samples were both formalin-fixed for histopathology and snap-frozen in liquid nitrogen, the latter being immediately stored at -80°C for mRNA extraction. Formalin-fixed material was paraffin embedded, with hematoxylin and eosin (HE) slides prepared for histological diagnosis (CEH, mucometra or pyometra). Representative photomicrographs of endometrium tissue sections from diestrus, CEH, mucometra and pyometra groups are shown in S1 Fig.

### RNA extraction

Fresh frozen tissue samples were macrodissected using sterile scalpel blades, based on areas of endometrium identified following HE evaluation. Tissue samples were submitted to cleavage using lysing tubes in Precellys R tissue homogenizer equipment (BioAmerica Inc, Florida, USA). Total RNA was extracted using TRIzol reagent (Invitrogen Life Technologies Inc., Carlsbad, CA, USA) and the mRNA purified using the RNeasy MiniKit (Qiagen), according to the manufacturer’s recommendations. RNA samples were quantified on a Nano-Drop ND-8000 spectrophotometer (Thermo Scientific, Wilmington, NC, USA) and analyzed using Agilent 2100 Bioanalyzer 6000 Nanochip (Agilent Technologies Inc., Waldbronn, BW, Germany). Only samples with a RIN (RNA integrity number) higher than 7.0 were considered for use in the gene expression experiments.

### Gene expression profiling and pathway analysis

Gene expression profiling of 69 endometrial samples was performed using Affymetrix Canine Gene 1.0 ST Array (Affymetrix, Santa Clara, CA, USA). 

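The arrays measured RNA from endometrial samples, with the luminal exudate excluded, of 69 dogs, with 1 array per dog: 21 dogs in normal diestrus, 16 with CEH, 15 with mucometra and 17 with pyometra. Of the dogs with pyometra, 10 had been treated with progesterone compounds and 7 had not, and the cervix was closed in 9 and open in 8. Diestrus is the luteal phase of the canine cycle, CEH is a thickening of the endometrium with cystic glands, mucometra is a uterus filled with sterile mucus and pyometra is one filled with pus. Diagnosis came from the titles of the samples. A second label of the 15 mucometra samples reads hemometra, a uterus filled with blood, and the titles and the paper were followed. Treatment, cervix condition and cycle stage of each dog came from Fig 1. The authors corrected and normalized the arrays together by RMA and deposited 1 log2 value per probe set and array, with no centring of genes. Array medians had a median of 6.25 in diestrus, 6.27 in CEH, 6.29 in mucometra and 6.23 in pyometra. In the platform annotation 16545 probe sets carry 1 gene symbol, 370 carry several and 15476 carry none, and only the first kind was named. Where a gene had more than 1 probe set, the one with the highest mean over all dogs was used, which set 598 aside and left 15947 genes. A gene is called changed at a fold change of at least 2 in either direction with a Benjamini-Hochberg adjusted p under 0.05 from limma, the filters of the methods, and every adjusted p of a single gene below is limma's. Log2 fold changes are written with their standard errors (SE). Before the data were examined, 28 gene lists were fixed, 16 of pathways and 12 of cell types, of whose 558 genes 514 were measured. Each list was tested with camera, limma's test of a list against all other genes, at a preset correlation of 0.01 between genes and again with the correlation estimated from the data. The number of arrays in a group limits the precision of these values.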

Data were extracted using the Affymetrix Genotyping Console (Affymetrix) and normalized using quantile normalization and robust multi-array analysis (RMA) background correction. Filtering characteristics of fold-change -2.0 to 2.0 and a FDR at P<0.05 were used to identify the differentially expressed genes. For normalization, processing and statistical analysis the limma v3.22.1 package was used (http://www.bioconductor.org/packages/release/bioc/html/limma.html). The Prism GraphPad software was used for Student’s t-test and Kruskal-Wallis test. The molecular processes, functions and molecular networks were further evaluated by analyzing differentially expressed genes using Ingenuity Pathways Analysis (IPA) (Ingenuity Systems, www.ingenuity.com). Protein-protein interaction (PPI) networks were annotated, visualized and analyzed using NAViGaTOR v2.03 (http://ophid.utoronto.ca/navigator/). Enrichment analysis by the IPA and PPI network analyses were performed based on human data. The microarray data are available on the Gene Expression Omnibus repository (GEO, http://www.ncbi.nlm.nih.gov/geo/), accession number GSE69481.

## Results

### Clinical data

Eleven different breeds, with the majority being mixed-breed dog, were represented in all groups (Table 1).

Higher serum levels of progesterone were observed in diestrus group compared with CEH, mucometra and pyometra (*P*<0.0001; *P*<0.0001; *P* = 0.006, respectively; S1 Fig and Table 1). Although pyometra samples showed a higher P4 levels in comparison with other uterine disorders, it was not statistically significant. Interestingly, significantly higher serum levels of P4 were detected in dogs with closed pyometra when compared with open pyometra (P = 0.0006, S2 Fig).

As expected, higher WBC were detected in pyometra group when compared with mucometra (P = 0.035), CEH (P = 0.0048) and diestrus (P<0.0001) (Table 1). No difference was observed for the other hematological parameters.

A significant association of previous exogenous progesterone treatment and pyometra (*P* = 0.001) was detected. 

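Across the 4 diagnoses, the counts of treated and untreated dogs differed by Fisher's exact test (two-sided p = 0.00107). Among the 17 dogs with pyometra, all 10 treated dogs and 5 of the 7 untreated dogs were in the diestrus stage (Fisher's exact test, p = 0.154).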

The highest frequency of treated animals was observed in pyometra (59%, 10/17), followed by CEH (25%, 4/16), mucometra (13%, 2/15) and diestrus cases (5%, 1/21) (Table 1).

### Molecular analysis

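Compared with the 21 dogs in diestrus, DHRS9, a retinol dehydrogenase of the retinoic acid pathway, rose 5.34-fold in CEH (adjusted p = 0.00177), 27.5-fold in mucometra (2.16e-11) and 71.6-fold in pyometra (1.89e-20). ESR2, the estrogen receptor beta, fell in all 3, with log2 fold changes of -2.32 ± 0.54, -3.90 ± 0.40 and -3.81 ± 0.34 (SE). With only the 10 CEH dogs in the diestrus stage, neither DHRS9 (adjusted p = 0.0563) nor ESR2 (0.189) passed in CEH. The 69 dogs were clustered over the 1000 genes of largest variance, by Ward's method on Euclidean distance. One of the 2 main branches held all 17 dogs with pyometra, 13 of the 15 with mucometra, 9 of the 16 with CEH and none of the 21 in diestrus. The first principal component of these genes carried 44.1% of the variance and the second 14.1%. With complete linkage the branch with pyometra shrank to 19 dogs, 14 with pyometra, 4 with mucometra and 1 with CEH.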

Unsupervised hierarchical clustering analysis revealed two main clusters, with mucometra and pyometra samples showing a strong trend to cluster together, and diestrus and CEH samples mainly grouped in the other cluster (Fig 1). 

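In 17 dogs with pyometra against the 52 other dogs, genes of immune cells rose together. Of 19 measured neutrophil markers 14 rose, of 17 macrophage and monocyte markers 15 rose and of 15 B and plasma cell markers 9 rose, and none fell. The means of these lists, each gene taken relative to its mean over all dogs, were 1.99, 1.80 and 1.525 in the 10 treated dogs with pyometra. In the 7 untreated ones they were only 0.29, 0.66 and 0.25, against -0.17, 0.01 and -0.08 in mucometra. CD14, the co-receptor for bacterial lipopolysaccharide on monocytes, had a log2 fold change of 2.22 (SE 0.17, adjusted p = 8.4e-17), ADGRE1, a macrophage surface receptor, 3.04 (SE 0.28, adjusted p = 3.21e-14), and JCHAIN, which joins secreted IgA and IgM, 2.21 (SE 0.34, adjusted p = 1.23e-07). The median log2 fold changes of these 3 lists were 1.65, 1.72 and 1.55 (camera adjusted p = 9.2e-16, 3.84e-18 and 4.08e-08, the last with adjusted p = 0.0648 with an estimated correlation). Of 18 complement genes 8 rose, among them C3 (2.73 ± 0.46, SE) and C6 (3.19 ± 0.40), and of 10 genes of the kynurenine pathway, which breaks down tryptophan, 4 rose, led by IDO1 (3.47 ± 0.39) and KMO (3.11 ± 0.25). Hypoxia response genes rose for 6 of 18 genes, including PFKFB3, an activator of glycolysis (1.57 ± 0.15), and adrenomedullin, ADM (1.38 ± 0.16).

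Over all 15947 genes, 932 changed, 697 higher and 235 lower in pyometra. Of the 28 lists, 22 passed camera at the preset correlation, 21 higher and 1 lower. With an estimated correlation 9 held, all higher: matrix metalloproteinases, S100 family, chemokines, cytokines, antimicrobial proteins and mucins, kynurenine pathway, hypoxia response, neutrophil and macrophage. Complement (adjusted p = 0.102 with an estimated correlation), angiogenic factors (0.184), Toll-like receptor and LPS recognition (0.0504), interferon response (0.249), T and NK cell (0.258), endothelium (0.24), stromal fibroblast (0.45) and mast cell markers (0.256) were among those that did not. Their members that rose numbered 8 of 18, 5 of 23 (with 1 lower), 6 of 21, 6 of 23, 5 of 18, 3 of 17, 3 of 17 and 2 of 8 (with 1 lower). Cell cycle genes rose for 4 of 37 genes (median 0.54, camera adjusted p = 0.00117; adjusted p = 0.573 with an estimated correlation). With untreated dogs only, 3 of these 4 turned direction: BUB1 (-0.19, SE 0.481, adjusted p = 0.804), KIF11 (-0.40, SE 0.53, adjusted p = 0.612) and MKI67 (-0.42, SE 0.597, adjusted p = 0.644). Squamous and basal epithelium markers rose for 4 of 18 genes (median 0.28, camera adjusted p = 0.0111; 0.343 with an estimated correlation). In this comparison the counts adjusted over the list alone equalled those over all genes for every list.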

Pyometra showed 189 differentially expressed genes in comparison with other groups (diestrus, CEH and mucometra), with 169 overexpressed and 20 underexpressed (S2 Table). The *SLPI* (*secretory leukocyte peptidase inhibitor*) gene was detected as having the highest fold change, being 30 times more expressed in pyometra compared with other endometrial tissues (S2 Table). 

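SLPI, an inhibitor of neutrophil proteases with antimicrobial activity, had a log2 value of 12.11 ± 1.73 in pyometra (SD, n = 17) and 6.86 ± 1.17 in the other dogs (SD, n = 52). This is a log2 fold change of 5.24 (SE 0.36, adjusted p = 8.87e-19), or 37.8-fold, the largest rise of all genes tested. In 15 of the 17 dogs with pyometra, SLPI lay above every dog of the other groups. Of 17 secreted antimicrobial proteins and mucins 13 rose and none fell (median log2 fold change 1.33, camera adjusted p = 6.52e-08). PI3, the elastase inhibitor elafin, had 2.80 ± 0.35 (SE) and the lysozyme gene LYZ 1.88 ± 0.26 (SE). Against the mucometra dogs alone, SLPI was higher by 4.16 (SE 0.52, adjusted p = 7.66e-06). Without the treated dogs of each group, PI3 (adjusted p = 0.0567) and LYZ (0.92, SE 0.354, adjusted p = 0.0511) no longer passed.

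**Figure D1:**
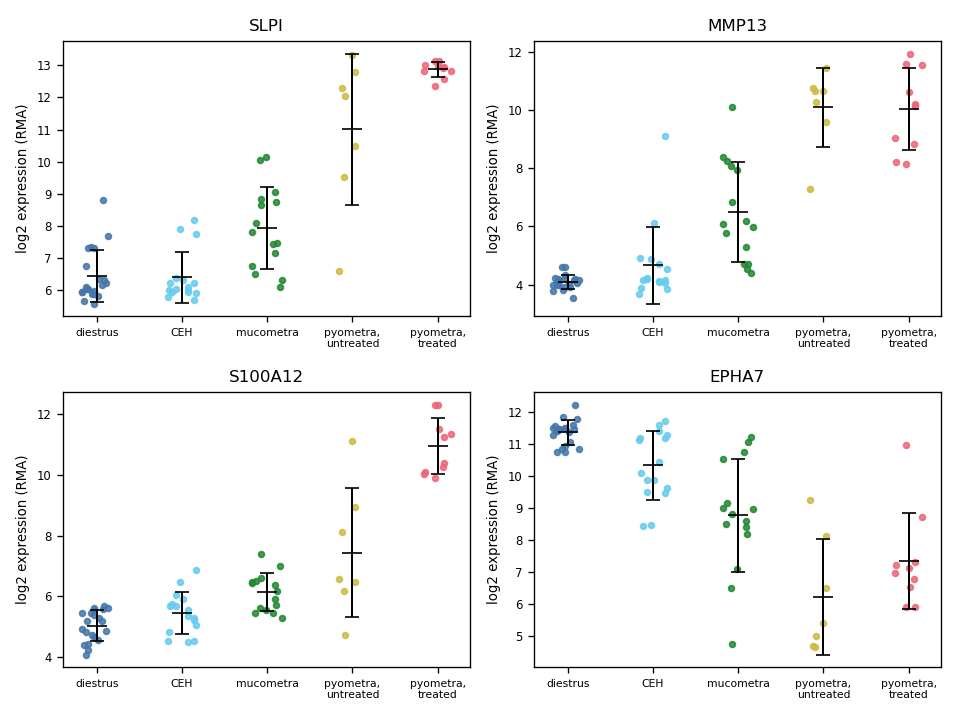
Log2 expression of SLPI, MMP13, S100A12 and EPHA7 (y axis, RMA values) in each of the 69 dogs by group (x axis: diestrus, CEH, mucometra, untreated pyometra, treated pyometra); points are dogs, and black bars are the mean ± SD of a group. SLPI, MMP13 and S100A12 lie highest in pyometra, while EPHA7 has a mean of 11.36 ± 0.38 in diestrus and 6.89 ± 1.68 in pyometra.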

Among the highest upregulated genes in pyometra, three metalloproteinase genes (*MMP13*, *MMP1* and *MMP12*) and three S100 family members (*S100A12*, *S100A8* and *S100A9*) were observed. Conversely, the *EPHA7* (ephrin receptor A7) gene was detected as having the lowest fold change in pyometra.

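MMP13, a collagenase, reached 10.05 ± 1.35 in pyometra (SD, n = 17) and 4.96 ± 1.54 in the other groups (SD, n = 52), a log2 fold change of 5.09 (SE 0.41, adjusted p = 4.03e-16). The interstitial collagenase MMP1 rose by 4.13 (SE 0.38, adjusted p = 4.15e-14) and the macrophage elastase MMP12 by 3.56 (SE 0.31, adjusted p = 5.27e-15). Of 20 measured matrix metalloproteinases and their inhibitors 9 rose and none fell (median log2 fold change 0.78, camera adjusted p = 2.72e-09). S100A12, S100A8 and S100A9, calcium-binding proteins abundant in neutrophils and monocytes, had log2 fold changes of 4.03 (SE 0.36, adjusted p = 1.13e-14), 4.03 (SE 0.31, adjusted p = 6.83e-17) and 3.79 (SE 0.32, adjusted p = 3.12e-15). S100A12 and S100A8 each lay above every other dog in 13 of the 17 dogs with pyometra. Of 17 S100 genes 7 rose, among them S100A4 (1.96 ± 0.20, SE), and none fell (median 0.68, camera adjusted p = 6.6e-07). The mean of the neutrophil list, each gene taken relative to its mean over all dogs, was 1.29 ± 1.05 in pyometra (SD, n = 17) and -0.62 ± 0.13 in diestrus (SD, n = 21).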

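EPHA7, a receptor tyrosine kinase for ephrins, had a log2 value of 6.89 ± 1.68 in pyometra (SD, n = 17) against 10.30 ± 1.55 in the other groups (SD, n = 52), a log2 fold change of -3.41 (SE 0.43, adjusted p = 1.04e-09), the largest fall of all genes tested. In 2 dogs with pyometra it lay below all other dogs. The sulfotransferase gene SULT1D1 fell too, with a log2 fold change of -2.76 (SE 0.52, adjusted p = 1.06e-05), and so did PIK3C2G, a phosphoinositide 3-kinase (-2.66, SE 0.55, adjusted p = 4.01e-05). Among 26 steroid receptors and hormone-responsive endometrial genes 7 fell and 3 rose (median -0.28, camera adjusted p = 0.117). ESR2 (-1.97 ± 0.54, SE) and HSD17B2, which inactivates estradiol (-1.77 ± 0.48), were among those that fell, but with case number as a covariate their adjusted p became 0.185 and 0.125. Case number, read from the sample titles, goes with diagnosis. It ran from 6 to 170 in diestrus and, dog 100 apart, from 185 to 231 in pyometra. The covariate can therefore take up part of the group difference, and a call lost under it does not decide. Of 28 Wnt signalling genes 4 fell, including WNT11 (-1.77 ± 0.29) and the transcription factor LEF1 (-1.61 ± 0.23), and 3 rose, including WNT5A (1.65 ± 0.19; median of the list -0.08, camera adjusted p = 0.488). No marker of simple epithelium of 20 changed (median 0.00, camera adjusted p = 0.826), nor did any of 14 smooth muscle markers (median -0.03 with a test direction upward, 0.973), of 7 erythroid genes (median -0.13, 0.532) or of 20 immediate early genes (median -0.18, 0.943). Of 18 ciliated epithelium markers none changed singly, and the list as a whole was lower (median -0.19, camera adjusted p = 0.0456; adjusted p = 0.258 with an estimated correlation).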

**Fig 1:**
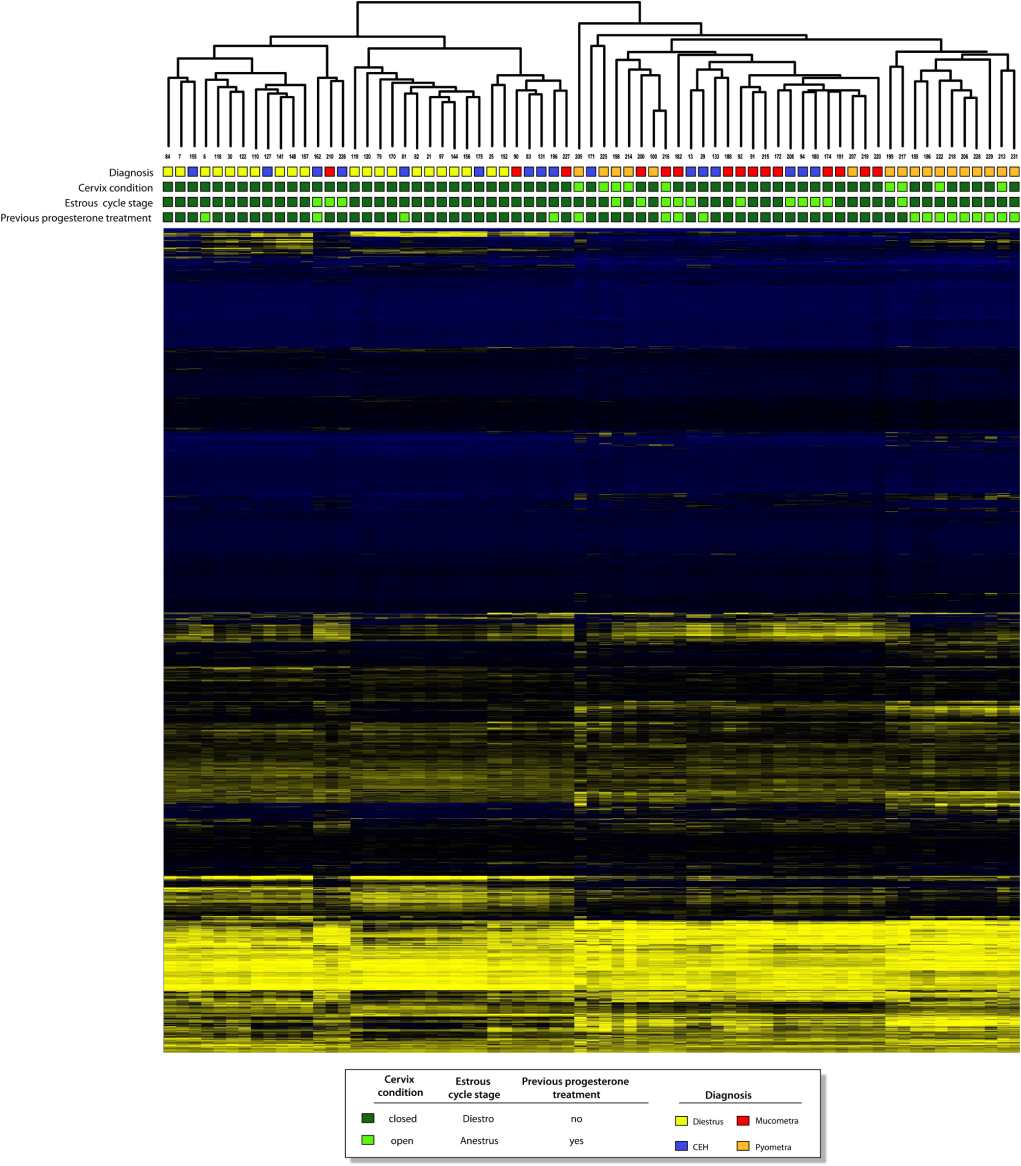
Hierarchical clustering analysis. Dendogram resulted from unsupervised analysis including diestrus, cystic endometrial hyperplasia (CEH), mucometra and pyometra samples. Cervix condition, estrus cycle phase and previous exogenous progesterone treatment status for each sample are shown.

Canonical pathway and network analysis by IPA were performed for the differentially expressed genes in pyometra. Network analysis showed multiple interactions between the *MMP* genes and *S100* family genes detected with the highest fold change (Fig 2A). In addition, important interactions between overexpressed *CXCL8* gene, a chemokine that is one of the major mediators of the inflammatory response, and other genes were highlighted, including the *PTGS2/COX2* gene (Fig 2B).

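CXCL8, which attracts neutrophils, had a log2 value of 10.61 ± 1.59 in pyometra (SD, n = 17) and 6.71 ± 1.43 in the other groups (SD, n = 52), a log2 fold change of 3.91 (SE 0.40, adjusted p = 1.74e-12). PTGS2, the inducible cyclooxygenase, rose from 6.09 ± 1.82 to 10.01 ± 1.31 (SD, the same dogs), a log2 fold change of 3.92 (SE 0.47, adjusted p = 1.97e-10). Of 24 chemokines 14 rose and none fell (median 1.16, camera adjusted p = 7.91e-09), among them CCL2 (2.76 ± 0.36, SE) and CXCL10 (2.15 ± 0.41). Cytokine genes rose for 12 of 26 genes with none lower (median 0.90, camera adjusted p = 8.81e-12). Of 20 genes of prostaglandin synthesis and receptors 5 rose and 1 fell, with a median of 0.20 (camera adjusted p = 0.0322; adjusted p = 0.102 with an estimated correlation). PTGES, the inducible prostaglandin E synthase, was higher by 1.70 ± 0.18 and TBXAS1, the thromboxane synthase, by 1.79 ± 0.35, while PTGER3, a receptor for prostaglandin E2, was lower at -1.77 ± 0.32. Among untreated dogs PTGER3 (-0.63, SE 0.438, adjusted p = 0.298) and CXCL10 (1.19, SE 0.561, adjusted p = 0.113) did not pass, and PTGES was under 2-fold (0.82, SE 0.174, adjusted p = 0.000518).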

**Fig 2:**
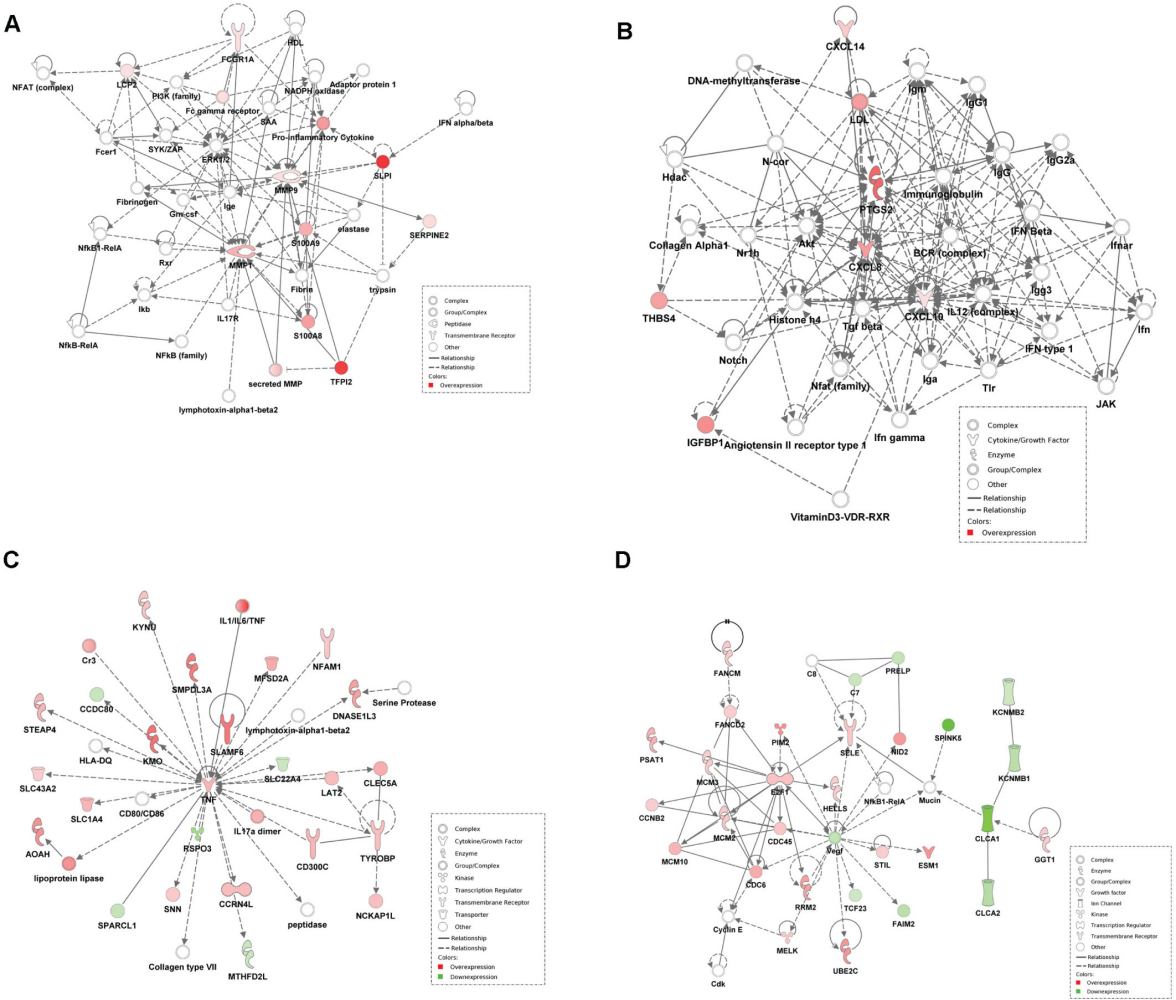
IPA network analysis. (A-D) Top networks identified with IPA software for differentially expressed genes in different group’s comparisons: A-B: Pyometra compared with diestrus, CEH and mucometra. A: Family members of the MMP and *S100* genes were detected as central nodes in pyometra and connected with pro-inflammatory cytokines. The *SLP1* gene (highest fold change in pyometra) is also depicted. B: Multiple interactions between the *CXCL8/IL8*, a pro-inflammatory gene, and other genes are shown, including the *PTGS2/COX2* gene. C-D: Pyometra of animals previously treated with progesterone compounds compared to pyometra of untreated dogs. C: The proinflammatory cytokine TNF was detected as central with multiple connections with different genes. D: *E2F1* (overexpression) and *VEGF* (underexpression) products in the treated group. The lines between genes represent known interactions, with solid lines and dashed lines representing direct and indirect interactions, respectively. Different node shapes represent the functional class of the gene product. Red and green nodes represent overexpressed and underexpressed genes in each comparison.

A comparison between gene expression data in pyometra *versus* normal endometrium using the Hagman et al. (2009) [8] findings and our data (pyometra *vs*. diestrus) was also performed. Concordance of 58 differentially expressed genes was identified, with 33 being underexpressed and 25 overexpressed in pyometra (Table 2). 

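Of the 58 genes of Table 2, 57 were measured under a symbol of their own, 24 listed as higher and 33 as lower. Every one of the 57 changed in the listed direction in 17 dogs with pyometra against 21 dogs in diestrus. The list was itself selected on these samples, so this count is not independent evidence of its direction. TFPI2, a protease inhibitor of the extracellular matrix, rose by a log2 fold change of 5.56 (SE 0.33, adjusted p = 1.66e-16), the bone matrix protein SPP1 by 4.22 (SE 0.25, adjusted p = 1.64e-16) and THBS4, a thrombospondin, by 4.51 (SE 0.26, adjusted p = 1.1e-16). Among the genes that fell were FEZ1 (-2.79, SE 0.39, adjusted p = 1.11e-07) and the homeobox genes MSX2 (-2.63 ± 0.28, SE) and MSX1 (-2.32 ± 0.17). In all, 1591 genes changed between these groups, 1071 higher and 520 lower in pyometra.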

The *SLPI* (*secretory leukocyte peptidase inhibitor*) gene was detected as being the top up-regulated gene in both studies. In addition, overexpression of the *MMP* and *S100* family genes was confirmed. 

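Against diestrus, S100A8 lay above all 21 dogs in each of the 17 dogs with pyometra, with a log2 fold change of 4.53 (SE 0.42, adjusted p = 1.74e-11). S100A12 and S100A9 were higher by 4.47 ± 0.50 and 4.28 ± 0.43 (SE). MMP13 separated the groups likewise, with a log2 fold change of 5.96 ± 0.29 (SE), and MMP9, the gelatinase of neutrophils and macrophages, was higher by 2.89 (SE 0.39, adjusted p = 5.39e-08).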

To identify specific altered genes in pyometra, the list of differentially expressed genes detected in pyometra versus other groups (diestrus, CEH and mucometra) was compared with the list of 58 common genes detected by Hagman et al [8] data’s comparison. As a result, only 29 (50%) differentially expressed genes remained on the list, with 22 being overexpressed and 7 underexpressed (Table 2, highlighted in bold).

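Against diestrus, CEH and mucometra together, 47 of the 57 measured genes of Table 2 changed, 24 higher and 23 lower in the 17 dogs with pyometra. All 24 genes listed as higher were among them, with SMPDL3A, a phosphodiesterase of macrophages (4.20, SE 0.38, adjusted p = 1.62e-14), and MS4A7, a membrane protein of monocytes and macrophages (2.89, SE 0.27, adjusted p = 7.82e-14), as examples. Of the 28 measured genes printed in bold in Table 2 each one changed, as did 19 of the other 29. The 10 genes that did not pass were all listed as lower and lay under 2-fold, such as FOXA2, a transcription factor of uterine gland development. As the list was drawn up on the same pyometra and diestrus samples, these counts are not independent evidence.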

**Table 2:** Comparative analysis of the differentially expressed genes in pyometra *versus* normal endometrium as described by Hagman et al (2009) [8] and our data.

Genes	Fold change	
	(Pyometra *versus* Normal*)	(Pyometra *versus* Normal [8])
***SLPI***	50.26	344.8
***TFPI2***	47.10	48.1
***PTGS2***	36.59	88.7
***SMPDL3A***	27.78	194.4
*IGFBP1*	27.29	104.4
***IL8***	23.68	242.9
***S100A8***	23.02	56.6
*C6*	22.93	48.5
***THBS4***	22.82	31.2
***S100A9***	19.43	160.7
***SPP1***	18.54	27.7
***MMP1***	18.21	44.7
***SRGN***	12.96	53.2
***CXCL14***	12.74	47.0
***CCL2***	12.54	44.8
***SELL***	9.94	28.3
***MS4A7***	9.52	22.7
***SERPINE2***	8.33	25.6
***AOAH***	8.05	37.0
***MMP9***	7.31	29.4
***CASP4***	6.92	28.1
*CXCL10*	6.91	31.1
***FCGR1A***	6.67	42.5
***LCP2***	6.11	23.4
***C5AR1***	5.65	43.4
***EPHA7***	-22.05	-26.0
*SULT1D1*	-18.49	-30.6
*FEZ1*	-6.85	-10.7
*MSX2*	-6.15	-7.9
***LEF1***	-5.01	-7.4
*MSX1*	-4.99	-6.3
*TFCP2L1*	-4.89	-15.2
*ANK3*	-4.24	-8.1
*CMTM8*	-4.22	-5.7
*DEPDC7*	-4.09	-6.6
*RASGRP1*	-4.04	-5.4
*SLC30A2*	-3.99	-7.4
***RGS22***	-3.88	-8.9
*DLX5*	-3.79	-7.4
*GCLC*	-3.72	-7.0
***PPAPDC1A***	-3.68	-6.9
*CTH*	-3.58	-6.1
*RHPN2*	-3.40	-8.0
*ALDH1A1*	-3.19	-7.1
*TFF2*	-3.14	-9.2
*SNCAIP*	-3.08	-10.9
***EPHX2***	-2.98	-8.3
*GRIP1*	-2.96	-5.9
*WIF1*	-2.86	-5.5
*SH3BGRL2*	-2.85	-6.0
***EFHC2***	-2.72	-6.1
*PPP1R1B*	-2.65	-6.6
*HYI*	-2.55	-7.9
***ENPP6***	-2.40	-7.9
*FOXA2*	-2.38	-7.8
*STRBP*	-2.38	-6.2
*NAALAD2*	-2.29	-6.4
*NDP*	-2.26	-8.3

* Normal endometrium samples were obtained from dogs in early diestrus.

In bold are indicated those genes that were identified as differentially expressed when pyometra group was compared with the other groups (diestrus, CEH and mucometra).

The unsupervised clustering analysis (Fig 1) also revealed two distinct groups of pyometra, one of them being closer to diestrus and CEH samples, with the other clustering with CEH and mucometra samples, yet still isolated from them. Interestingly, the latter comprised a group of pyometra specimens obtained from bitches previously treated with exogenous progesterone compounds. In contrast, the pyometra samples that clustered near the diestrus and CEH samples were mostly obtained from untreated dogs (Fig 1). These findings indicated different molecular alterations in pyometra as a result of previous progesterone treatment. 

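The genes that differed most between these pyometra samples included CHL1, a neural adhesion molecule. Its log2 value was 5.43 ± 0.75 in 10 treated dogs and 9.16 ± 1.60 in 7 untreated dogs (SD), a log2 fold change of -3.73 (SE 0.52, adjusted p = 0.000147) with every treated dog below every untreated one. The 17 dogs with pyometra, clustered alone over the 1000 genes of largest variance, fell into a branch of 11 dogs, all 10 treated and 1 untreated, and a branch of the other 6 untreated dogs (Fisher's exact test, two-sided p = 0.000566). The cervix was closed in 7 of the 11 dogs and open in 4 (Fisher's exact test against the other branch, p = 0.335). From the separate places of the treated and untreated dogs in Fig 1, the paper proposes that molecular alterations in pyometra differ with previous progesterone treatment.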

Estrous cycle phase and cervix conditions (open or closed) in each sample are also shown and were randomly distributed over the groups (Fig 1). In addition, the molecular profile was not correlated with histopathological features in each group (data not shown).

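Among 31 dogs with CEH or mucometra, 45 genes changed between the 12 in anestrus and the 19 in the diestrus stage, 15 higher and 30 lower in anestrus. CCL2, which attracts monocytes, was higher by a log2 fold change of 1.61 (SE 0.30, adjusted p = 0.015), while PADI2, which converts arginine to citrulline in proteins, fell (-2.22, SE 0.39, adjusted p = 0.015). DEFB1, a beta-defensin, fell as well (adjusted p = 0.0398). In the 2 branches of Fig 1, 11 of the 36 dogs grouped with pyometra were in anestrus against 3 of the other 33 (Fisher's exact test, two-sided p = 0.0365). The 21 dogs of the diestrus group were in diestrus by selection and all lay in the other branch. This tilts each test of stage over all dogs. Within CEH and mucometra the same comparison, 9 of 19 dogs against 3 of 12, gave p = 0.274 (Fisher's exact test). Clustered over the 1000 genes of largest variance, all 14 dogs in anestrus fell in the branch with pyometra (Fisher's exact test, p = 0.000129). Over 5000 genes or all genes 11 did (p = 0.0365), and with complete linkage 2 did (p = 0.32). Among the dogs with pyometra, Fisher's exact test of stage against cervix condition gave p = 0.206.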

Further supervised clustering analysis was performed in CEH, mucometra and pyometra samples according to exogenous progesterone treatment status (Fig 3A). 

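Treatment changed no gene among the 31 dogs with CEH or mucometra, 6 treated and 25 untreated, by limma at an adjusted p under 0.05 (11 genes at an unadjusted p under 0.05 with the same fold filter). For 632 genes the effect of treatment in pyometra differed from that in CEH and mucometra in a test of the interaction, 406 with a higher and 226 with a lower value in pyometra. Without dogs 100 and 216, the most alike pair of arrays, which was tried after seeing the data, the counts were 393, 265 and 128. CCL20, which attracts lymphocytes and dendritic cells, had an interaction of 2.19 (SE 0.18, adjusted p = 4.4e-12) on the log2 scale and IL1B one of 3.55 (SE 0.45, adjusted p = 3.92e-06). S100A12 (3.57 ± 0.68, SE), CHL1 (-4.29 ± 0.80) and MYH11, the smooth muscle myosin (-2.35 ± 0.64), also differed. Clustering of the 48 dogs with CEH, mucometra or pyometra over the 1000 genes of largest variance set apart 12 dogs, the 10 treated and 2 untreated dogs with pyometra. Over the 5000 genes of largest variance or all genes, which were not chosen for treatment, the branch held exactly the 10 treated dogs with pyometra. With complete linkage it held 19 dogs, these 10, 4 untreated with pyometra, 4 with mucometra and 1 with CEH. Over the genes changed by treatment in pyometra, the branch again held exactly the 10 treated dogs with pyometra, a grouping that these genes were selected for. Endothelium markers were lower as a list with treatment in CEH and mucometra (1 member adjusted over the list alone, median -0.45, camera adjusted p = 9.41e-13; adjusted p = 0.257 with an estimated correlation) and smooth muscle markers higher (median 0.45, camera adjusted p = 3.28e-05; 0.752 with an estimated correlation).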

In accordance with previous unsupervised analysis results, two major clusters were observed, being one composed by all pyometra samples from treated dogs and the other cluster comprised by the pyometra samples from untreated animals as well as all by the other groups irrespective of treatment status (Fig 3A). These data suggest that pyometra from hormone-treated dogs present a distinct molecular signature. Therefore, the molecular profile of pyometra according to previous hormone treatment was investigated. Supervised clustering analysis revealed 194 differentially expressed genes, in treated (N = 10) versus untreated (N = 7) dogs, with 57 being underexpressed and 134 overexpressed (Fig 3B). 

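Treated pyometra had more transcript of cell cycle genes than untreated pyometra. Of 37 such genes 28 rose and none fell (median log2 fold change 1.41, camera adjusted p = 1.39e-36, and 0.0492 with an estimated correlation). Such levels also occurred in healthy dogs. The mean of the list, each gene taken relative to its mean over all dogs, was 0.27 ± 0.95 in diestrus (SD). Diestrus dog 141 stood at 1.92, above the highest treated dog, 228, at 1.41. Neutrophil markers rose for 15 of 19 genes, macrophage and monocyte markers in 9 of 17 and B and plasma cell markers in 7 of 15, with medians of 1.72, 1.29 and 1.27 (camera adjusted p = 3.46e-14, 3.12e-09 and 1.59e-06). With an estimated correlation these 3 lists did not pass (adjusted p = 0.118, 0.231 and 0.236). ADGRE1 (2.86, SE 0.46, adjusted p = 0.000508), ITGAM, an integrin chain of myeloid cells (2.21, SE 0.47, adjusted p = 0.00391), and MZB1, a plasma cell chaperone (2.12, SE 0.52, adjusted p = 0.00981), were examples. Smooth muscle markers fell for 5 of 14 genes (median -0.98, camera adjusted p = 7.82e-06, and 0.35 with an estimated correlation), led by MYH11 (-1.61, SE 0.49, adjusted p = 0.033) and phospholamban, PLN (-1.47, SE 0.34, adjusted p = 0.0063).

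Squamous and basal epithelium markers fell for 4 of 18 genes (median -0.73, camera adjusted p = 6.72e-05, and 0.287 with an estimated correlation), with KRT5, a keratin of basal cells, at -3.35 (SE 0.76, adjusted p = 0.00604). In all, 636 genes changed in 10 treated against 7 untreated dogs, 460 higher and 176 lower, and 145 of them after Bonferroni correction. Without dog 225, untreated in Fig 1, 479 were higher and 279 lower, and with this dog counted as treated, chosen after seeing the values, 425 and 285. Of the 20 genes of Table 3, 18 were measured and all 18 changed in the listed direction, although the table was chosen on these samples. The 13 lists past camera became 2 with an estimated correlation, cell cycle (adjusted p = 0.0492) and chemokines (0.0341). T and NK cell markers rose for 4 of 18 genes (camera adjusted p = 1.79e-05, and 0.345 with an estimated correlation), kynurenine pathway genes in 3 of 10 (0.0154; 0.13) and endothelium markers in 2 of 17 (4.33e-05; 0.287). Adjusted over the list alone, 28 cell cycle, 15 neutrophil, 9 macrophage and 9 B and plasma cell genes rose, and 6 smooth muscle and 4 squamous epithelium genes fell. MYH11 did not pass with case number as a covariate (adjusted p = 0.0651) or without dogs 100 and 216, the most alike pair of arrays, which was tried after seeing the data (0.0739). The paper proposes that pyometra of hormone-treated dogs has a distinct molecular signature.

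**Figure D2:**
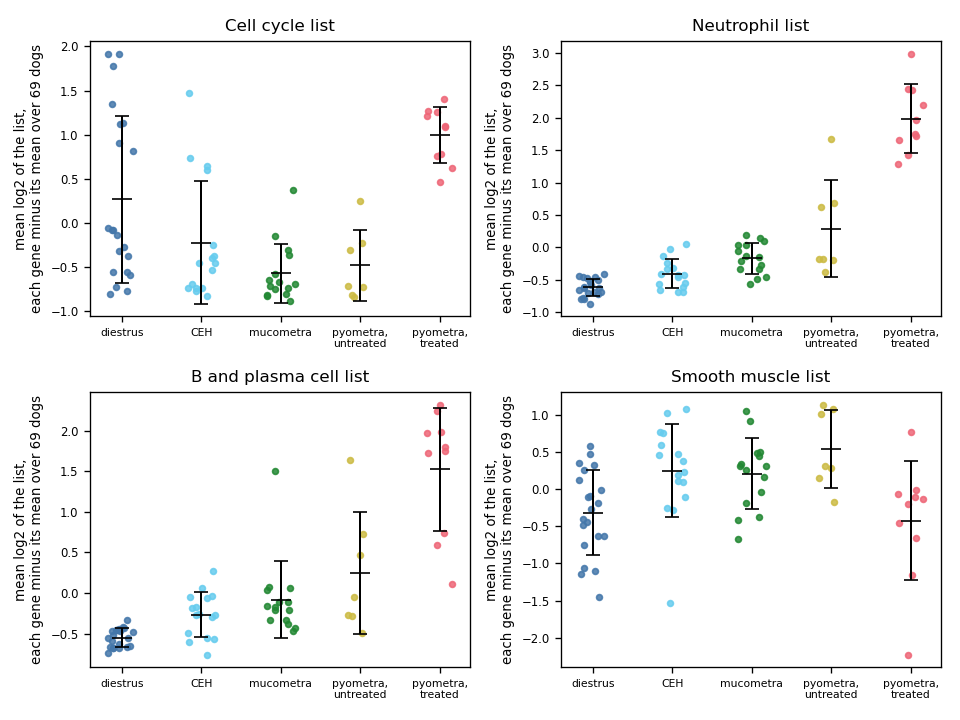
Mean log2 value of 4 gene lists (y axis, each gene taken relative to its mean over the 69 dogs) in each dog by group (x axis); points are dogs and black bars the mean ± SD. In treated pyometra the cell cycle list lies at 1.00 ± 0.32 and the neutrophil list at 1.99 ± 0.53 (SD, n = 10), in untreated pyometra at -0.48 ± 0.41 and 0.29 ± 0.74 (SD, n = 7). In diestrus these lists lie at 0.27 ± 0.95 and -0.62 ± 0.13 (SD, n = 21).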

The top 20 differentially expressed genes detected in this analysis are shown in Table 3. 

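S100A12 had a log2 value of 10.95 ± 0.93 in 10 treated and 7.44 ± 2.12 in 7 untreated dogs with pyometra (SD), S100A9 11.60 ± 0.68 and 8.46 ± 1.74, and S100A8 10.31 ± 0.81 and 7.29 ± 1.61. The log2 fold changes were 3.51 (SE 0.68, adjusted p = 0.00207), 3.13 (SE 0.55, adjusted p = 0.000926) and 3.02 (SE 0.54, adjusted p = 0.00108). S100A9 was above all untreated dogs in 8 of the 10 treated dogs, S100A8 in 7 and S100A12 in 5, and without untreated dog 199 in 10, 9 and 10. No other S100 gene of the 17 measured passed, and the family as a list did not (median 0.03, camera adjusted p = 0.124). These 3 genes also belong to the neutrophil list, of which 15 of 19 genes rose in the same dogs.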

Interestingly, three members of the S100 family (*S100A8*, *S100A9* and *S100A12*) presented the highest fold changes among the up-regulated genes in pyometra from the hormone-treated group (Table 3). In addition, pro-inflammatory cytokines and chemokines (*TNF*, *IL1B*, *IL6*, and *CCL3*, among others) were also upregulated in the treated animals. 

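IL1B rose from 4.70 ± 0.80 in 7 untreated to 8.13 ± 0.97 in 10 treated dogs (SD), a log2 fold change of 3.43 (SE 0.41, adjusted p = 4.82e-05). CCL3, a chemokine of macrophages, was higher by 2.79 (SE 0.27, adjusted p = 1.03e-05), TNF by 1.73 (SE 0.19, adjusted p = 3.67e-05) and IL6 by 2.25 (SE 0.56, adjusted p = 0.0115). In the case of IL1B, CCL3, TNF and CCL20 (2.17, SE 0.16, adjusted p = 1.34e-06), every treated dog lay above every untreated one, and IL6 did so in 3 of the 10 treated dogs (9 of 10 without untreated dog 225). Of 26 cytokine genes 8 rose and none fell (median 0.49, camera adjusted p = 9.82e-07; adjusted p = 0.0692 with an estimated correlation; 8 adjusted over the list alone), among them the IL-1 receptor antagonist IL1RN (1.84 ± 0.27, SE). Chemokines rose for 8 of 24 genes (median 0.47, camera adjusted p = 5.58e-05; 9 adjusted over the list alone). Toll-like receptor and LPS recognition genes rose for 5 of 21 genes (median 0.48, camera adjusted p = 5.58e-05; adjusted p = 0.231 with an estimated correlation), including TLR1 (1.52 ± 0.31) and CD14 (1.41 ± 0.25). Interferon response genes did not change in any of 23 cases (median -0.04). Of 17 macrophage markers 9 rose in the same dogs, and of 19 neutrophil markers 15.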

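E2F1, a transcription factor of the G1 to S transition, had a log2 value of 7.05 ± 0.38 in 10 treated and 5.65 ± 0.47 in 7 untreated dogs with pyometra (SD), a log2 fold change of 1.40 (SE 0.20, adjusted p = 0.000145) with no overlap between the groups. Genes of mitosis and DNA replication rose with it, among them the mitotic kinesin KIF11 (2.65, SE 0.32, adjusted p = 4.88e-05), MKI67 (2.56, SE 0.34, adjusted p = 0.000103), topoisomerase TOP2A (2.48, SE 0.33, adjusted p = 0.000116) and UBE2C, a ubiquitin-conjugating enzyme of mitotic exit (5.51-fold, adjusted p = 8.26e-05). VEGFA, the vascular endothelial growth factor, was at 9.69 ± 0.49 and 9.67 ± 0.35 in the same groups (SD), a log2 fold change of 0.01 (SE 0.21, adjusted p = 0.973). Of 23 angiogenic factors and receptors 2 rose, including ESM1 (4.04-fold, adjusted p = 0.00254), and 2 fell, including ANGPTL1 (-1.87 ± 0.38, SE), and the list did not pass (camera adjusted p = 0.168).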

Network analysis showed *TNF* as a central gene with multiple connections with other genes (Fig 2C) and an overexpression of the transcript factor *E2F1* gene interacting with different genes (Fig 2D).

**Fig 3:**
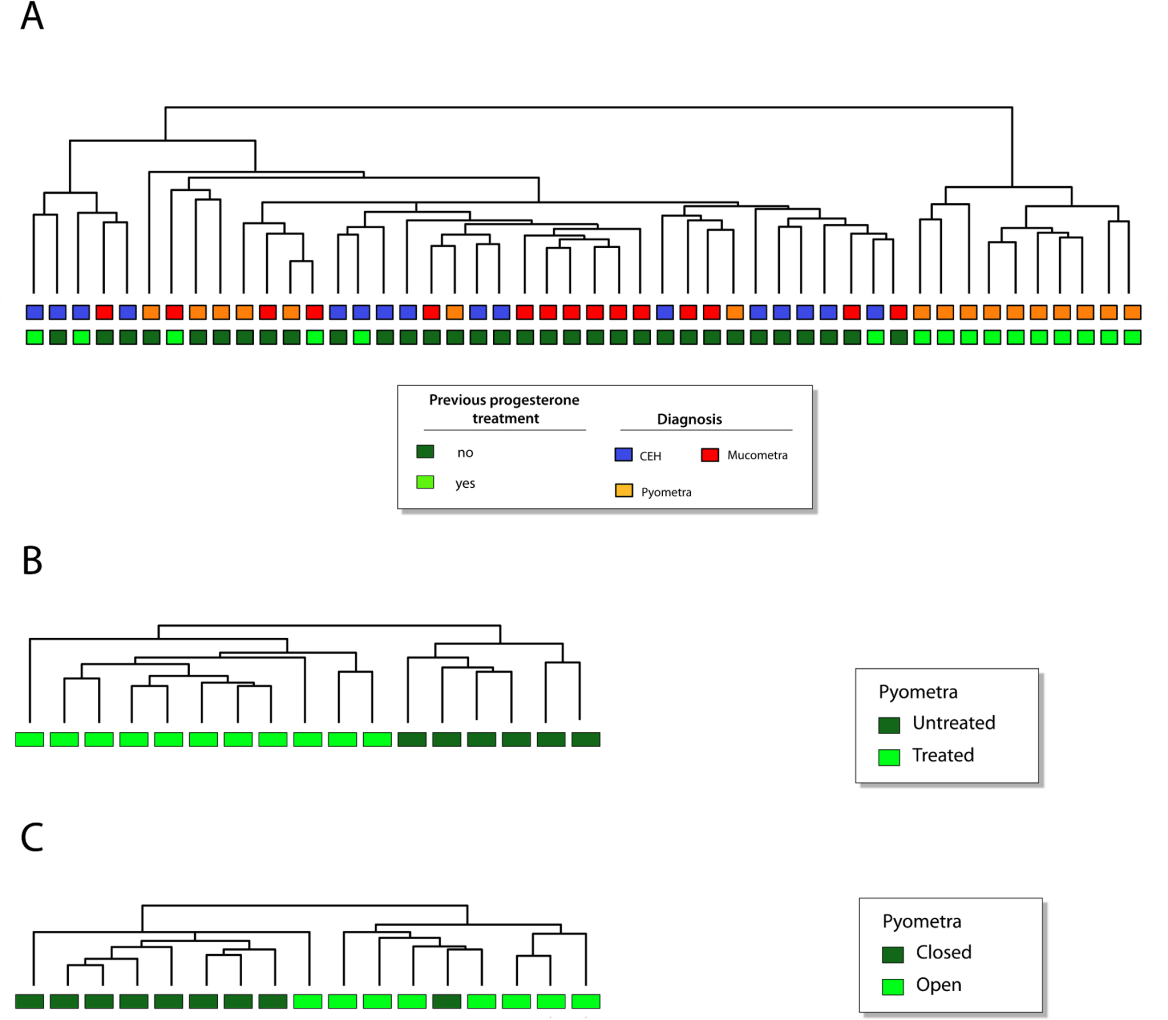
Supervised hierarchical clustering analysis of global gene expression data. Supervised analysis according to: **A:** absence or presence of previous exogenous progesterone treatment in female dogs with CEH, mucometra and pyometra; **B**. absence or presence of previous exogenous progesterone treatment in female dogs with pyometra. **C:** cervix condition in pyometra (open versus closed).

**Table 3:** Top 20 differentially expressed genes in pyometra according to previous exogenous progesterone treatment.

Genes	Average treated group	Average untreated group	Fold change	*P* value	Adjusted *P* value
*S100A12*	10.76	7.18	11.98	0.0001	0.0028
*S100A9*	11.47	8.18	9.79	0.0000	0.0010
*IL1B*	7.89	4.64	9.46	0.0000	0.0010
*S100A8*	10.20	7.06	8.82	0.0000	0.0013
*PI3*	11.12	8.17	7.68	0.0001	0.0024
*EMR1*	9.29	6.52	6.83	0.0000	0.0022
*LTF*	11.40	8.68	6.59	0.0001	0.0036
*IL6*	8.05	5.38	6.36	0.0000	0.0016
*SLC7A11*	8.76	6.10	6.36	0.0000	0.0002
*CCNB1*	5.92	3.28	6.21	0.0001	0.0029
*PLEK*	9.79	7.20	6.02	0.0000	0.0010
*KMO*	7.81	5.25	5.91	0.0002	0.0044
*CLEC4E*	8.28	5.73	5.83	0.0000	0.0012
*DGAT2*	9.25	6.72	5.76	0.0000	0.0008
*CCL3*	9.54	7.02	5.74	0.0000	0.0011
*CHL1*	5.56	9.61	-16.57	0.0000	0.0001
*KRT5*	5.01	8.98	-15.67	0.0000	0.0009
*MAMDC2*	6.54	9.81	-9.64	0.0000	0.0000
*SPINK5*	4.48	7.62	-8.83	0.0004	0.0066
*ALDH1A1*	5.40	8.30	-7.47	0.0000	0.0012

* Differentially expressed genes were defined by a significant Bonferroni correction (*P*< 0.05).

In order to identify a molecular signature for closed pyometra, a life-threatening condition, the expression profile of closed pyometra compared with open pyometra was investigated (Fig 3C). 

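No gene changed between 9 dogs with closed and 8 with open pyometra by limma at an adjusted p under 0.05. At an unadjusted p under 0.05 with the same fold filter, 20 genes differed, 3 higher and 17 lower in closed pyometra, and the methods' t-test called 0 after adjustment. The lowest adjusted p, 0.824, belonged to TSPAN8, a tetraspanin of epithelial cells, at a log2 fold change of -1.02 ± 0.19 (SE). With previous treatment as a covariate 0 genes passed after adjustment and, in a count chosen after seeing the data, 43 at an unadjusted p under 0.05. No member of any gene list changed. As lists, cell cycle genes were higher in closed pyometra (median 0.55, camera adjusted p = 3.17e-10; adjusted p = 0.788 with an estimated correlation). Interferon response genes (median -0.29, 1.42e-06; 0.773 with an estimated correlation) and simple epithelium markers (median -0.32, 8.67e-06; 0.788 with an estimated correlation) were lower. Angiogenic factors (median 0.25, 0.000476; 0.773 with an estimated correlation), immediate early genes (0.28, 0.000476; 0.788), stromal fibroblast (0.26, 0.000476; 0.788), endothelium (0.25, 0.0022; 0.788) and neutrophil markers (0.37, 0.0174; 0.916) were higher. Antimicrobial proteins and mucins (-0.34, 0.0199; 0.788) and hypoxia response genes (-0.11, 0.0414; 0.916) were lower. None of these 10 lists held with an estimated correlation, and fry, which tests whether the genes of a list move one way, called 0 lists. Of the dogs with a closed cervix 7 of 9 had been treated, and of those with an open cervix 3 of 8.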

Eighty-two differentially expressed genes were detected, but no significant difference was observed after Bonferroni correction. Characterization of exclusive molecular alterations in closed and open pyometra was also sought, with the aim of identifying putative biomarkers. Firstly, two lists of significant genes exclusively expressed in open pyometra *versus* diestrus and closed pyometra *versus* diestrus were generated and further compared to reveal exclusively altered genes in each group. 

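Against 21 dogs in diestrus, DHRS9 had a log2 fold change of 6.14 ± 0.30 in 9 closed and 6.18 ± 0.37 in 8 open cases of pyometra (SE), and MMP13 5.52 ± 0.29 and 6.45 ± 0.26. Closed minus open pyometra was -0.04 ± 0.35 for DHRS9 and -0.94 ± 0.58 for MMP13 (SE, adjusted p = 0.999 for each). Closed pyometra changed 1636 genes and open pyometra 1555, of which 1342 changed in both, 904 higher and 438 lower. Independent lists of these sizes would share 72.2 higher and 17 lower genes. A further 294 genes passed in closed pyometra alone and 213 in open pyometra alone. All 294 went the same way in open pyometra, 255 of them past the adjusted p, and 211 of the 213 went the same way in closed pyometra, 164 past it. When closed and open pyometra were compared directly, 27 of the 294 and 35 of the 213 differed at an unadjusted p under 0.05 and 0 after adjustment by limma. Log2 fold changes of the 2 comparisons correlated across genes at r = 0.953, with a covariance of 0.431. Unchanged groups simulated against the same diestrus dogs, each gene drawn independently, gave 0.288 and 0.00819. They had only 0.5 and 0.8 changed genes on average, so the 0 that they shared is no measure for the 1342. With the diestrus dogs divided between the comparisons the values were 0.926 and 0.424, with 856.5 genes higher and 394.3 lower in both on average. Genes are not independent replicates.

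**Figure D3:**
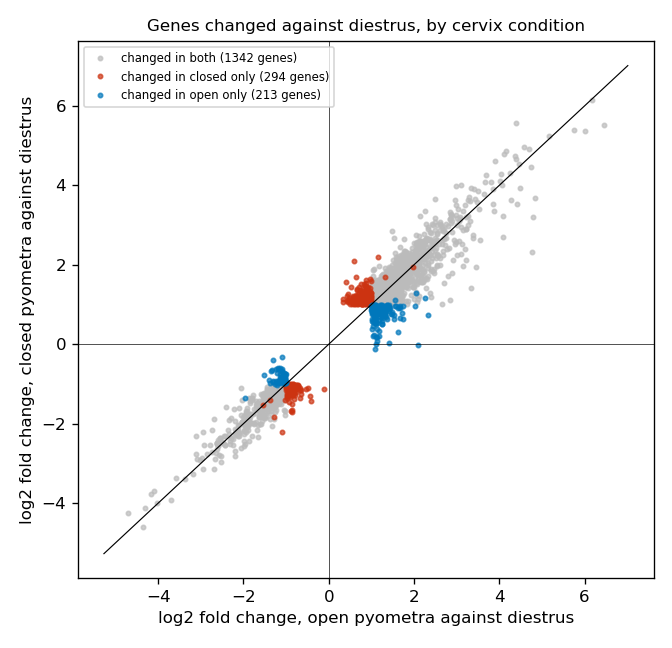
Log2 fold change against diestrus in closed pyometra (y axis) and open pyometra (x axis) for each gene that changed in at least 1 of the comparisons; grey points changed in both (1342), red in closed only (294), blue in open only (213), and the line marks equal change. Red and blue points lie along the line with the grey ones.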

Interestingly, closed pyometra revealed 70 exclusively altered genes, while open pyometra had 34 (S3 and S4 Tables, respectively). 

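CCL3 rose 10.2-fold against diestrus in 9 dogs with closed pyometra (adjusted p = 1.65e-10) and 4.79-fold in 8 with open pyometra (adjusted p = 4.27e-05). ITGAM rose by 2.31 ± 0.32 and 1.81 ± 0.37 (SE) in these groups. FABP3, a fatty acid carrier of muscle, was higher by 2.11 (SE 0.28, adjusted p = 6.45e-07) in open and 1.95 (SE 0.33, adjusted p = 1.12e-05) in closed cases. TNC, an extracellular matrix glycoprotein, rose by 1.83 ± 0.44 in open and 1.56 ± 0.47 in closed pyometra, and SDC1, a surface proteoglycan of epithelial and plasma cells, by 1.80 ± 0.27 and 1.54 ± 0.29. The cytokine gene IL7 rose by 1.93 ± 0.29 in open and 1.24 ± 0.27 in closed pyometra. The tight junction gene CLDN2 rose by 1.65 ± 0.25 in open pyometra and stood at 0.93 ± 0.14 in closed pyometra (adjusted p = 1.37e-06), which is under 2-fold. Compared directly, closed minus open pyometra gave 1.09 ± 0.65 for CCL3, 0.50 ± 0.69 for ITGAM, -0.16 ± 0.44 for FABP3, -0.69 ± 0.33 for IL7 and -0.72 ± 0.39 for CLDN2 (SE), with an adjusted p of 0.999 for each. LBP was not analysed here.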

The top five-upregulated genes in closed pyometra were *LBP*, *CCL3*, *IL1B*, *CXCL10* and *ITGAM*; while in open pyometra were *FABP3*, *IL7*, *TNC*, *SDC1* and *CLDN2*. With the aim of revealing potential biomarkers and therapeutic targets for closed pyometra, a gene set enrichment analysis by IPA was performed, revealing 21 genes exclusively expressed in closed pyometra (Table 4). 

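IL1B rose from a log2 value of 4.01 ± 0.29 in 21 dogs in diestrus to 7.24 ± 1.89 in 9 with closed pyometra (SD), 9.38-fold or a log2 fold change of 3.23 (SE 0.40, adjusted p = 7.13e-08). In 8 dogs with open pyometra it was 6.14 ± 1.97 (SD), 4.38-fold over diestrus or a log2 fold change of 2.13 (SE 0.41, adjusted p = 9.87e-05). Closed minus open pyometra was 1.10 (SE 0.86, adjusted p = 0.999).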

The *IL1B* gene, which encodes a proinflammatory cytokine, was detected as the highest upregulated gene (Fold change = 9.29, Table 4). Overexpression of the *CXCL10*, *NNMT*, *MMP8*, *F3* and *TNF* genes was also identified in closed pyometra (Table 4). 

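NNMT, which methylates nicotinamide, rose against diestrus by 2.27 (SE 0.35, adjusted p = 3.15e-06) in closed and 1.73 ± 0.30 (SE) in open pyometra. MMP8, the neutrophil collagenase, was higher by 1.94 (SE 0.37, adjusted p = 5.85e-05) and 1.57 ± 0.29, and F3, the tissue factor that starts coagulation, by 1.76 (SE 0.23, adjusted p = 2.45e-07) and 1.28 ± 0.24. All 20 measured genes of Table 4, a table chosen on these samples, changed in the listed direction in closed pyometra against diestrus. NNMT, MMP8 and F3 passed in both kinds of pyometra, and closed minus open was 0.54 ± 0.68 for NNMT, 0.37 ± 0.70 for MMP8 and 0.48 ± 0.34 for F3 (SE; adjusted p = 0.999 for each by limma).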

Thereafter, PPI networks were constructed using NAViGaTOR based on genes with altered expression detected exclusively in closed and open pyometra, in order to highlight potential biomarkers and/or therapeutic targets to therapy for each condition (Fig 4). In closed pyometra, four up-regulated genes were revealed as potential biomarkers and therapeutic targets, including *CXCL10*, *IL1B*, *KDR*, and *TNF*. 

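CXCL10, a chemokine induced by interferon, rose against diestrus by 2.64 (SE 0.39, adjusted p = 2.19e-06) in 9 dogs with closed and 2.94 (SE 0.57, adjusted p = 0.000112) in 8 with open pyometra. TNF rose by 1.65 (SE 0.19, adjusted p = 3.57e-08) in closed pyometra. In open pyometra its log2 fold change was 0.97 (SE 0.25, adjusted p = 0.00193), a fold change of 1.97. KDR, a receptor for VEGF on endothelium, was higher by 1.33 (SE 0.21, adjusted p = 5.12e-06) in closed cases, while in open cases it stood at 0.74 (SE 0.23, adjusted p = 0.00961), which is under 2-fold. Direct comparison of closed with open pyometra gave -0.31 ± 0.73 for CXCL10, 0.68 ± 0.42 for TNF and 0.58 ± 0.24 for KDR (SE; adjusted p = 0.999 for each). KDR had its lowest value among the closed cases in dog 100, at 7.73 against 8.49 in the next dog.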

The *LBP* gene, detected with the highest fold change, was indicated as a potential diagnostic marker in closed pyometra. In open pyometra, four overexpressed genes (*ITGAV*, *FGFR3*, *SRC* and *PTGS1*) were indicated as potential biomarkers and drug targets.

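FGFR3, a fibroblast growth factor receptor, rose in 8 dogs with open pyometra against 21 in diestrus by 1.14 (SE 0.11, adjusted p = 4.71e-09), the integrin chain ITGAV by 1.13 (SE 0.18, adjusted p = 6.28e-06), the tyrosine kinase SRC by 1.06 (SE 0.18, adjusted p = 1.64e-05) and PTGS1, the constitutive cyclooxygenase, by 1.38 (SE 0.24, adjusted p = 3.39e-05). In closed pyometra PTGS1 also passed, at 1.28 (SE 0.27, adjusted p = 0.000232). Closed minus open pyometra was -0.39 ± 0.17 for FGFR3, -0.34 ± 0.14 for ITGAV, -0.20 ± 0.17 for SRC and -0.10 ± 0.36 for PTGS1 (SE; adjusted p = 0.999 for each). From the interaction networks of genes that changed in one group only, the paper proposes these genes as potential biomarkers and drug targets.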

**Fig 4:**
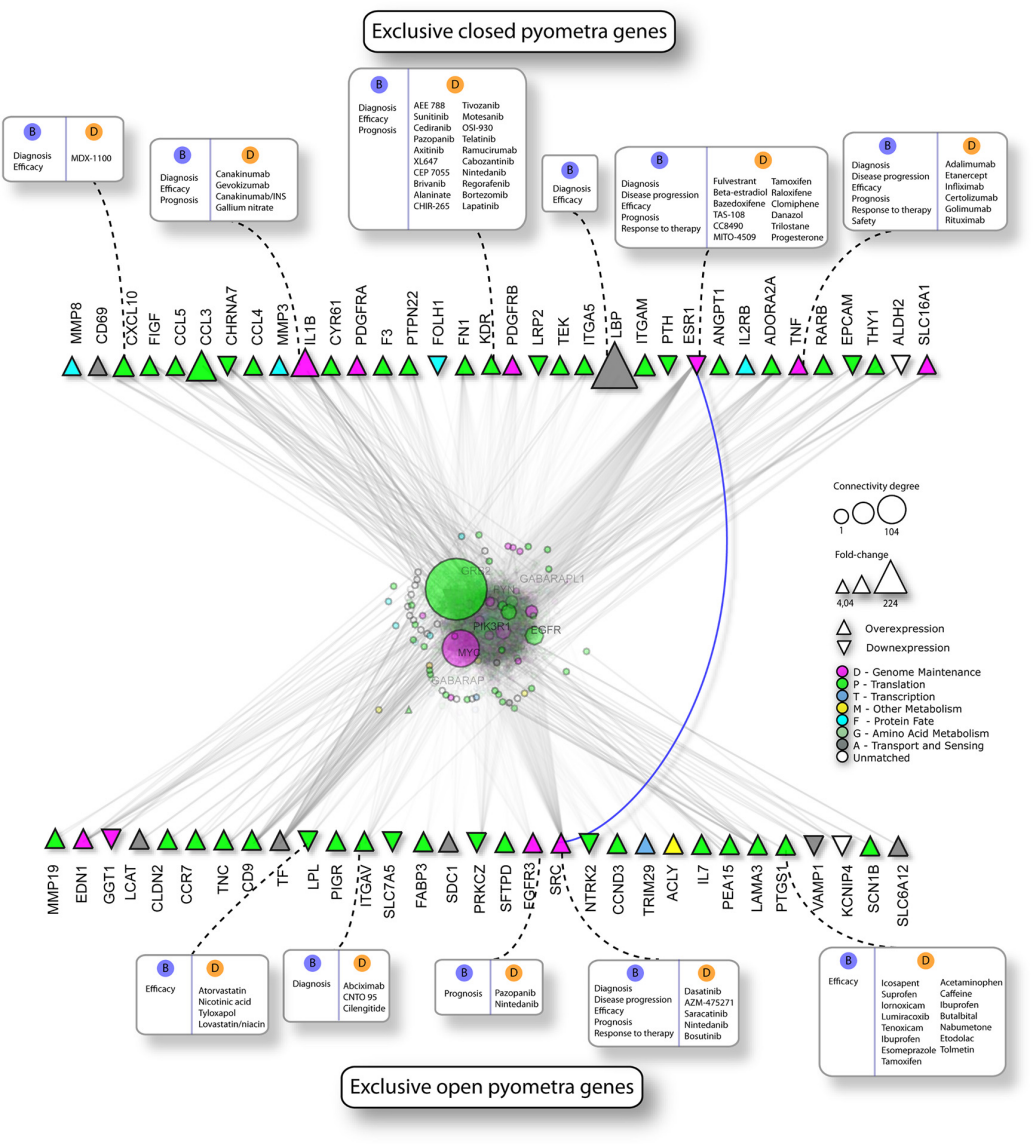
Protein-protein interaction (PPI) networks in closed and open pyometra. PPI networks based on altered genes exclusively detected in closed pyometra and open pyometra and their interactive partners built and visualized with Navigator v.2.3. Potential candidates for biomarkers (B blue circles) and targets for therapy (Drugs, D orange circles) in closed pyometra and open pyometra are highlighted. Triangles represent the genes with altered expression in each group and are color-coded according to Gene Ontology (GO). Upright and inverted triangles indicate overexpressed and underexpressed genes, respectively.

**Table 4:** Gene set enrichment analysis in closed pyometra detected by IPA analysis.

Gene	Location	Type(s)	Fold change
*IL1B*	Extracellular Space	Cytokine	9.29
*CXCL10*	Extracellular Space	Cytokine	6.22
*NNMT*	Cytoplasm	Enzyme	4.8
*MMP8*	Extracellular Space	Peptidase	3.83
*F3*	Plasma Membrane	Transmembrane receptor	3.37
*TNF*	Extracellular Space	Cytokine	3.07
*MMP3*	Extracellular Space	Peptidase	2.84
*KDR*	Plasma Membrane	Kinase	2.49
*RARB*	Nucleus	Ligand-dependent nuclear receptor	2.35
*PDGFRB*	Plasma Membrane	Kinase	2.34
*ANGPT1*	Extracellular Space	Growth factor	2.29
*ADORA2A*	Plasma Membrane	G-protein coupled receptor	2.27
*PDGFRA*	Plasma Membrane	Kinase	2.19
*IL2RB*	Plasma Membrane	Transmembrane receptor	2.1
*FN1*	Extracellular Space	Enzyme	2.1
*TEK*	Plasma Membrane	Kinase	2.07
*FOLH1*	Plasma Membrane	Peptidase	-2.02
*ALDH2*	Cytoplasm	Enzyme	-2.07
*ESR1*	Nucleus	Ligand-dependent nuclear receptor	-2.4
*EPCAM*	Plasma Membrane	Other	-2.36
*CHRNA7*	Plasma Membrane	Transmembrane receptor	-2.2

## Discussion

In this study, the global expression profile of pyometra was described in comparison to diestrus, CEH and mucometra, with a significant number of cases in each group. A distinct molecular profile for pyometra in female dogs previously treated with exogenous progesterone compounds compared with untreated dogs was described, indicating that they are, in fact, distinct molecular entities. This study also explored the molecular profile of closed pyometra, a condition that remains both a diagnostic and therapeutic challenge, in order to identify putative biomarkers and/or molecular therapeutic targets.

Unsupervised analysis of transcriptomic profiles allowed the identification of two major groups, with one of them having essentially diestrus and CEH samples, and the other composed of 7/16 CEH samples, 12/15 mucometra and all pyometra specimens. These data corroborate the current knowledge that CEH may predispose to the development of mucometra and pyometra. 

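Most genes that changed in CEH changed in mucometra too: of 290 genes in CEH and 1013 in mucometra against diestrus, 276 were shared, 126 higher and 150 lower in both, where independent lists would share 4.9 and 4.25. Immediate early genes, which respond to stimuli such as tissue handling, rose in both (8 of 20 in CEH and 17 of 20 in mucometra). With their mean as a covariate, 20 of the 290 and 609 of the 1013 genes were still changed. The 28 lists, each as a covariate, left 0 to 286 of the 290 and 78 to 933 of the 1013. A fall in number is therefore not particular to the immediate early genes. C7, a terminal complement component, was higher by 2.30 (SE 0.41, adjusted p = 0.000268) in CEH and 3.36 (SE 0.30, adjusted p = 7.57e-11) in mucometra, and IGFBP1, an insulin-like growth factor binding protein of decidual cells, by 1.98 ± 0.66, 4.16 ± 0.40 and, in pyometra, 4.78 ± 0.34 (SE). HSD17B2 fell, with log2 fold changes of -2.51 ± 0.50, -3.23 ± 0.45 and -3.47 ± 0.40 in the same order. With only the CEH dogs in the diestrus stage, 10 of the 16, the CEH count was 37 genes, and C7 passed (adjusted p = 0.0367) but IGFBP1 (0.0992), HSD17B2 (0.0714), DHRS9 (0.0563) and ESR2 (0.189) did not. Of the 1591 genes changed in pyometra, 399 were higher and 296 lower in mucometra too, against 38.1 and 14.5 for independent lists. The log2 fold changes against diestrus correlated across genes at r = 0.916 for mucometra and CEH (covariance 0.16), 0.772 for pyometra and mucometra (0.267) and 0.644 for pyometra and CEH (0.144). Because the diestrus dogs are shared, unchanged groups simulated against them gave 0.423 (0.00816), 0.427 (0.00804) and 0.438 (0.00813). These groups had at most 0.2 changed genes on average, so the 0 that they shared is no measure for the shared genes above. With the diestrus dogs divided between the comparisons, the values were 0.846 (0.153), 0.742 (0.261) and 0.594 (0.137), and mucometra and CEH shared 98.7 higher and 115.7 lower genes on average. Neither step removes what sets the diestrus dogs as a group apart from every lesion. In Table 1 they were younger and had higher serum progesterone, and the share of these in the common changes was not tested. Clustered over all genes or over the 5000 of largest variance, the branch with all 17 dogs with pyometra held 12 with mucometra and 7 with CEH. The paper sets this grouping beside the view that CEH may predispose to mucometra and pyometra.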

CEH can lead to endometrial thickening with subsequent accumulation of fluids within uterine cavity, increasing the risk of pyometra or mucometra development [1].

A cross study validation was performed via the comparison of our data (pyometra *versus* diestrus) with the Hagman’s data [8] revealing 58 genes in common in both studies, thus confirming our findings. However, 50% of these genes (29/58) remained as differentially expressed in pyometra after the comparison between pyometra versus other groups (diestrus, CEH and mucometra). This analysis, allowed the identification of altered genes exclusive to pyometra. The *SLPI* gene identified as the top overexpressed gene in pyometra encodes an antimicrobial peptide secreted by epithelial tissues. In addition, SPLI modulates infection and inflammation by neutralizing lipopolysaccharide (LPS) from Gram-negative bacteria impairing innate immune activation by toll-like receptors (TLRs) [12]. *SLPI* was previously reported as expressed in woman reproductive tract and induced by progesterone [13]. Up-regulation of the *SPLI* in pyometra may be endometrium-protective, both against microorganisms and from immune-mediated tissue damage.

Notably, both supervised analyses according to hormone treatment status evaluating all uterine disease samples (CEH, mucometra and pyometra) and only pyometra group confirmed a molecular signature for pyometra in treated dogs. These findings highlight the molecular alterations underlying the well-known association of pyometra with progesterone [2], [4]. Overexpression of *S100A8*, *S100A9* and *S100A12* genes were detected in pyometra, particularly in the hormone-treated animals. 

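In the 7 untreated dogs with pyometra, S100A8 averaged 7.29 ± 1.61 and S100A12 7.44 ± 2.12 (SD), against 5.37 ± 0.61 and 5.78 ± 0.73 in the 31 dogs with CEH or mucometra. When only untreated dogs of all groups were compared, pyometra was still higher by a log2 fold change of 2.30 (SE 0.345, adjusted p = 3.88e-06) for S100A8, 1.97 (SE 0.383, adjusted p = 0.00019) for S100A9 and 1.99 (SE 0.407, adjusted p = 0.000352) for S100A12. The fit used 1 spread per gene for all dogs, although untreated pyometra spread more widely, so these p values can overstate a general rise. S100A12 was 11.11, 8.94 and 8.12 in untreated dogs 199, 225 and 217. In dogs 100, 198, 207 and 214 it was 6.16, 4.72, 6.58 and 6.47, below the 7.40 of mucometra dog 215.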

Several S100 proteins, including S100A8, S100A9 and S100A12, have been identified as endogenous danger-associated molecular patterns (DAMPs). DAMPs are intracellular molecules, which are released following cell death and can be recognized by the innate immune system, signaling tissue damage [14], [15]. S100A8 and S100A9 stimulate the production of the pro-inflammatory cytokines TNF, IL-6, IL-1B and IL-8 [14]. Accordingly, the *IL1B* and *IL8* genes were detected as overexpressed in pyometra group, being *IL1B*, *IL6* and *TNF* overexpressed particularly in pyometra of hormone-treated animals. 

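IL1B was higher in 17 dogs with pyometra than in the 52 other dogs by a log2 fold change of 2.63 (SE 0.28, adjusted p = 6.82e-12), and IL6 by 1.95 (SE 0.40, adjusted p = 3.2e-05). Among untreated dogs alone, IL1B stood at 0.59 (SE 0.209, adjusted p = 0.0323), under 2-fold, and IL6 at 0.60 (SE 0.563, adjusted p = 0.452), while CXCL8 passed (adjusted p = 0.0016). Within pyometra CXCL8 was higher in treated than in untreated dogs by 2.33 (SE 0.50, adjusted p = 0.00393). The difference between the treatment effect in pyometra and that in CEH and mucometra was 2.90 (SE 0.71, adjusted p = 0.00592) for CXCL8 and 1.56 (SE 0.27, adjusted p = 0.000238) for TNF. Of 19 neutrophil markers 15 rose in the same treated dogs, and of 17 macrophage markers 9.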

Drugs targeting the S100A8/S100A9 complex leading to modulation of inflammatory response have been proposed in the treatment of cardiovascular disease [14]. Thus, high levels of *S100A8* and *S100A9* in pyometra may be a result of tissue damage leading to amplification and/or perpetuation of the local inflammation, being an attractive therapeutic target.

Overexpression of *PTGS2/COX2* was detected in pyometra, confirming previous report [16]. COX-2, also detected as differentially expressed in pyometra of hormone-treated dogs, is the more important source of prostaglandins and thromboxane A2 in inflammation. Furthermore, COX-2 is downstream of TLR signaling after activation by endogenous S100 proteins and other stimulus like LPS [15]. Thus, in pyometra a continuous activation of TLR by both endogenous and exogenous stimulus can lead to an exacerbated inflammatory response. 

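PTGS2 averaged 10.56 ± 0.75 in 10 treated and 9.24 ± 1.60 in 7 untreated dogs with pyometra (SD), a log2 fold change of 1.32 (SE 0.52, adjusted p = 0.0985). It did not pass the adjusted p. With dog 225, untreated in Fig 1, counted as treated, chosen after seeing the values, PTGS2 passed (1.98, SE 0.422, adjusted p = 0.00436). Of 20 genes of prostaglandin synthesis and receptors 2 rose with treatment, PTGES (1.54, SE 0.36, adjusted p = 0.00744) and the prostaglandin D2 receptor PTGDR (1.59, SE 0.45, adjusted p = 0.0222), and neither passed with dog 225 counted as treated (adjusted p = 0.0704 and 0.0735). The 3 that fell included PTGER3 (-1.76, SE 0.45, adjusted p = 0.0137) and the prostaglandin F receptor PTGFR (-1.30, SE 0.26, adjusted p = 0.00278), and the list as a whole did not pass (camera adjusted p = 0.793; 4 higher and 3 lower adjusted over the list alone).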

COX-2 interacts directly with CXCL8/IL-8 and CXCL14 (Fig 2B), chemokines that were also overexpressed in pyometra. 

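CXCL14, a chemokine of epithelial tissues, had a log2 value of 8.98 ± 1.12 in pyometra (SD, n = 17), a log2 fold change against the 52 other dogs of 2.65 (SE 0.35, adjusted p = 3.39e-09). In 6 dogs with pyometra it exceeded every other dog. Against diestrus alone it was higher by 3.68 ± 0.28 (SE).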

High serum levels of IL-8 were observed in dogs with pyometra, particularly in those that developed Systemic Inflammatory Response Syndrome (SIRS), suggesting that IL-8 may contribute to the development of a systemic disease in dogs with pyometra [17]. Overexpression of *CXCL14* can contribute to inflammatory cell infiltration in pyometra due to its chemoattractive action in immune cells, like monocytes and natural killer cells [18]. Both *IL8* and *CXCL14* are induced by *COX2*, thus selective COX-2 inhibitors could be an interesting treatment option in pyometra in terms of control the inflammatory response.

Overexpression of the *LTF* gene was detected in pyometra of hormone-treated dogs. 

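LTF, which encodes the iron-binding protein lactoferrin of neutrophil granules and glandular secretions, rose by a log2 fold change of 2.13 (SE 0.65, adjusted p = 0.0338) in 10 treated against 7 untreated dogs with pyometra. No treated dog exceeded every untreated one, while without untreated dog 225, 5 of the 10 did. Against all other groups LTF was higher in pyometra by 1.96 (SE 0.46, adjusted p = 0.000294), and against mucometra by 2.67 (SE 0.48, adjusted p = 0.000183). In mucometra it was lower than in diestrus, with a log2 fold change of -1.37 (SE 0.48, adjusted p = 0.0182). With treatment 4 of 17 antimicrobial proteins and mucins rose (median 0.45, camera adjusted p = 0.0307; adjusted p = 0.485 with an estimated correlation; 6 adjusted over the list alone). With case number as a covariate LTF did not pass between treated and untreated dogs (adjusted p = 0.0869), nor in pyometra against the other groups among untreated dogs (0.518).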

Lactoferrin gene and protein overexpression were previously reported in pyometra [19]. Lactoferrin interacts with LPS on the bacterial surface and activates TLR-4 on the surface of phagocytes and epithelial cells. Interestingly, LTF can also be considered an inflammatory regulator by impairing LPS ligation to TLR and subsequent activation of the inflammatory response [20]. Thus, LTF might be induced in pyometra to counterbalance the inflammatory response. In contrast, the pro-inflammatory *TNF* gene was identified as a central gene in pyometra of hormone-treated dogs (Fig 3C). Considering that TNF has a pivotal role in inflammation, therapies targeting TNF could be considered in pyometra. In conclusion, a more pronounced inflammatory gene signature for pyometra of treated dogs was revealed, suggesting that repetitive progesterone exposure may contribute to bacterial colonization of the endometrium and an inflammatory response. This inflammatory environment enables the exposition and recognition of DAMPs by innate immune receptors, such as TLRs and production of pro-inflammatory cytokines and other inflammatory molecules, such as COX-2, aggravating the inflammatory process.

With regard to closed pyometra, the inflammatory process can progress to sepsis and SIRS, present either with or without infection [21]. 

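Fisher's exact test on cervix condition and previous treatment over the 17 dogs with pyometra, of which 9 had a closed cervix, gave a two-sided p of 0.153.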

Interestingly, a high frequency of closed pyometra was observed among hormone-treated dogs (7/10 cases compared to untreated dogs (2/7). Further studies are needed to confirm if repeated exogenous progesterone treatment predisposes to development of closed pyometra. Treatment with progesterone compounds to suppress heat cycles in female dogs is common in countries where spaying dogs is not a routine practice. Thus, these results are clinically relevant and neutering strategies in intact animals should be considered since treatment with progesterone compounds might ultimately produce undesired results. However, care should be taken considering that ovariohysterectomy during diestrus can lead to subtle progesterone decline and hyperprolactinemia with subsequent pseudopregnancy [22].

In this study, detection of exclusively altered genes in closed and open pyometra combined with enrichment analysis by IPA and PPI analysis were described, suggesting potential biomarkers and molecular targets for therapy. In closed pyometra, overexpression of *IL1B* and *TNF* were suggested as therapeutic targets, specifically anti-IL1 and anti-TNF antibodies. In addition, *CXCL10* overexpressed in closed pyometra is important in host immunity; but its excessive activation may lead to a detrimental immune response. The CXCL10 protein and its receptor (CXCR3) have been proposed as therapeutic targets in cancer and in immune-mediated diseases. Ongoing phase II clinical trials MDX-1100-anti-CXCL10, indicated here by PPI analysis in closed pyometra, have been conducted in inflammatory bowel disease and rheumatoid arthritis [23]. High serum levels of CXCL10, IL-6, IL-10, TNF and IL-8 were reported in a canine sepsis model [24]. Thus, CXCL10 in combination with other cytokines such as TNF are potential biomarkers for sepsis as a consequence of pyometra progression and also as targets in anti-inflammatory therapy in pyometra. *LBP* gene was also suggested as a diagnostic marker in closed pyometra. LBP is an acute-phase protein synthesized in the liver, but also by epithelial cells of other tissues, including the reproductive tract [25]. The LBP binds to LPS and other microorganism components leading to activation of the inflammatory response [25]. LBP serum levels have been proposed as a useful diagnostic marker in both urinary infections in children and atherosclerosis, as well as a prognostic marker in acute appendicitis [26]-[28]. Future studies are warranted to confirm LBP as meaningful diagnostic marker in closed pyometra. In open pyometra, *PTGS1/COX1* overexpression was detected as an exclusively altered gene. COX-1 is expressed constitutively in most cells and is also responsible for prostaglandin production during inflammation, which has the potential for being targeted by numerous anti-inflammatory drugs, including ibuprofen.

## Conclusions

To the best of our knowledge, this is the first report that described the expression profile of pyometra compared with other common uterine diseases, such as CEH and mucometra, in intact female dogs. In addition, a molecular signature for closed pyometra was described, which should be further explored to reveal prognostic and predictive biomarkers. Finally, distinct pyometra expression patterns from progesterone treated and untreated dogs were observed, with a more pronounced inflammatory signature in treated dogs, which suggests that previous progesterone exposure may contribute to an exacerbated inflammation in pyometra. A high frequency of closed pyometra in the hormone-treated group was observed and future studies are warranted to verify the impact of progesterone treatment on the development of closed pyometra.

## Supporting Information

S1 Fig Representative photomicrographs of endometrial specimens. HE stained endometrial sections obtained from diestrus, CEH, mucometra and pyometra groups (x5 and x10 magnification).
(TIF)

S2 Fig Serum levels of progesterone (P4) detected in diestrus, CEH, mucometra and pyometra (open and closed) groups. Mann-Whitney test.
(TIF)

S1 Table Diestrus subphases diagnostic criteria.

S2 Table Top 20 differentially expressed genes in pyometra samples compared to other groups (diestrus, CEH and mucometra samples).

S3 Table Exclusively altered genes in closed pyometra.

S4 Table Exclusively altered genes in open pyometra.

# Supplementary material for: Molecular Expression Profile Reveals Potential Biomarkers and Therapeutic Targets in Canine Endometrial Lesions
**Source:** PLoS One. 2015 Jul 29;10(7):e0133894. doi: 10.1371/journal.pone.0133894
**Supplement:** S1 Table

| **Diestrus subphases** | **Vaginal cytology** | **P4 levels** | **Endometrial morphology** |
| --- | --- | --- | --- |
| Early diestrus | < 20% superficial cells. Presence of intermediate cells, neuthophils and small amount of basal cells | > 6ng/mL | Intense endometrial gland proliferation |
| Mid-diestrus | Mostly intermediate cells, few neutrophils and basal cells | 3 to 6 ng/mL | Moderate endometrial gland proliferation |
| Late diestrus | Most basal cells and some intermediate cells | < 1.7ng/mL | Lower endometrial gland proliferation |

# Supplementary material for: Molecular Expression Profile Reveals Potential Biomarkers and Therapeutic Targets in Canine Endometrial Lesions
**Source:** PLoS One. 2015 Jul 29;10(7):e0133894. doi: 10.1371/journal.pone.0133894
**Supplement:** S2 Table

| **Genes** | **Average**  **pyometra group** | **Average**  **other groups** | **Fold change** | ***P* value** | **Adjusted**  ***P* value*** |
| --- | --- | --- | --- | --- | --- |
| *SLPI* | 12.11 | 7.16 | 30.83 | 0.0000 | 0.0000 |
| *MMP13* | 10.08 | 5.57 | 22.81 | 0.0000 | 0.0000 |
| *MMP1* | 7.54 | 3.47 | 16.75 | 0.0000 | 0.0000 |
| *TFPI2* | 10.50 | 6.50 | 15.96 | 0.0000 | 0.0000 |
| *SMPDL3A* | 11.24 | 7.47 | 13.65 | 0.0000 | 0.0000 |
| *S100A12* | 9.50 | 5.80 | 13.04 | 0.0000 | 0.0000 |
| *S100A8* | 9.09 | 5.40 | 12.92 | 0.0000 | 0.0000 |
| *S100A9* | 10.31 | 6.85 | 11.04 | 0.0000 | 0.0000 |
| *IL8* | 10.63 | 7.18 | 10.91 | 0.0000 | 0.0000 |
| *MUC5AC* | 10.07 | 6.73 | 10.10 | 0.0000 | 0.0000 |
| *ACOXL* | 8.86 | 5.53 | 10.06 | 0.0000 | 0.0000 |
| *MMP12* | 8.36 | 5.14 | 9.36 | 0.0000 | 0.0000 |
| *IDO1* | 9.59 | 6.44 | 8.89 | 0.0000 | 0.0001 |
| *PI3* | 10.08 | 6.93 | 8.84 | 0.0000 | 0.0000 |
| *SBSN* | 9.99 | 6.92 | 8.39 | 0.0000 | 0.0012 |
| *EPHA7* | 6.90 | 9.58 | -6.42 | 0.0000 | 0.0179 |
| *PTGER3* | 6.97 | 9.23 | -4.80 | 0.0000 | 0.0000 |
| *ENPP6* | 7.35 | 9.28 | -3.80 | 0.0000 | 0.0016 |
| *LIN7A* | 5.41 | 7.31 | -3.73 | 0.0000 | 0.0001 |
| *ANGPTL1* | 5.23 | 7.01 | -3.43 | 0.0000 | 0.0010 |

* Differentially expressed genes were defined by a significant Bonferroni correction (*P*< 0.05).

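S2 Table gives a fold change and group averages for 20 genes, of which 19 were measured under a symbol of their own, 14 listed as higher and 5 as lower. All 19 changed in the listed direction in 17 dogs with pyometra against 52 others, although the table was chosen on these samples. They include ACOXL, a peroxisomal oxidase (3.61, SE 0.28, adjusted p = 8.23e-17).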

# Supplementary material for: Molecular Expression Profile Reveals Potential Biomarkers and Therapeutic Targets in Canine Endometrial Lesions
**Source:** PLoS One. 2015 Jul 29;10(7):e0133894. doi: 10.1371/journal.pone.0133894
**Supplement:** S3 Table

* Fold change by comparing closed pyometra with diestrus.

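S3 Table lists 70 genes, 67 of them measured here, and all 67 changed in the listed direction between 9 dogs with closed pyometra and 21 in diestrus. In open pyometra 30 of the 67 changed too and 64 passed the adjusted p in the same direction, and 0 passed between closed and open pyometra by limma. The stromelysin MMP3 is one of the genes that rose in both (1.52 ± 0.31 in closed and 1.01 ± 0.19 in open pyometra, SE).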

# Supplementary material for: Molecular Expression Profile Reveals Potential Biomarkers and Therapeutic Targets in Canine Endometrial Lesions
**Source:** PLoS One. 2015 Jul 29;10(7):e0133894. doi: 10.1371/journal.pone.0133894
**Supplement:** S4 Table

| **Gene Symbol** | **Entrez Gene Name** | **Open Pyometra**  **Fold Change*** |
| --- | --- | --- |
| *FABP3* | fatty acid binding protein 3, muscle and heart (mammary-derived growth inhibitor) | 4.34 |
| *IL7* | interleukin 7 | 3.8 |
| *TNC* | tenascin C | 3.57 |
| *SDC1* | syndecan 1 | 3.48 |
| *CLDN2* | claudin 2 | 3.19 |
| *SFTPD* | surfactant protein D | 3.16 |
| *PIGR* | polymeric immunoglobulin receptor | 3 |
| *TRIM29* | tripartite motif containing 29 | 2.96 |
| *TMPRSS4* | transmembrane protease, serine 4 | 2.9 |
| *EDN1* | endothelin 1 | 2.79 |
| *SCN1B* | sodium channel, voltage-gated, type I, beta subunit | 2.67 |
| *PTGS1* | prostaglandin-endoperoxide synthase 1 (prostaglandin G/H synthase and cyclooxygenase) | 2.61 |
| *SLC6A12* | solute carrier family 6 (neurotransmitter transporter), member 12 | 2.43 |
| *MMP19* | matrix metallopeptidase 19 | 2.39 |
| *LCAT* | lecithin-cholesterol acyltransferase | 2.34 |
| *CD9* | CD9 molecule | 2.34 |
| *TF* | transferrin | 2.25 |
| *FGFR3* | fibroblast growth factor receptor 3 | 2.21 |
| *ITGAV* | integrin, alpha V | 2.18 |
| *CCND3* | cyclin D3 | 2.16 |
| *LAMA3* | laminin, alpha 3 | 2.13 |
| *CCR7* | chemokine (C-C motif) receptor 7 | 2.12 |
| *SRC* | SRC proto-oncogene, non-receptor tyrosine kinase | 2.09 |
| *PEA15* | phosphoprotein enriched in astrocytes 15 | 2.07 |
| *ACLY* | ATP citrate lyase | 2.04 |
| *GGT1* | gamma-glutamyltransferase 1 | -4.65 |
| *SLC7A5* | solute carrier family 7 (amino acid transporter light chain, L system), member 5 | -3.47 |
| *LPL* | lipoprotein lipase | -3.43 |
| *CD52* | CD52 molecule | -3 |
| *NTRK2* | neurotrophic tyrosine kinase, receptor, type 2 | -2.6 |
| *VAMP1* | vesicle-associated membrane protein 1 (synaptobrevin 1) | -2.3 |
| *KIAA1147* | KIAA1147 | -2.29 |
| *KCNIP4* | Kv channel interacting protein 4 | -2.17 |
| *PRKCZ* | protein kinase C, zeta | -2.05 |

* Fold change by comparing open pyometra with diestrus.

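Of the 34 genes in S4 Table, 32 were measured here and all 32 changed in the listed direction between 8 dogs with open pyometra and 21 in diestrus, such as SFTPD, a surfactant protein that binds microbes (1.65, SE 0.16, adjusted p = 3.21e-09). In closed pyometra 12 of the 32 changed too and all 32 passed the adjusted p, and 0 passed in the direct comparison by limma. S3 and S4 Tables were drawn up on these samples, so the counts are not independent evidence of direction.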

How the deposited data were processed for this re-analysis (not part of the article)

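The values are log2 expression per probe set, made by the authors with RMA (background correction, quantile normalization over all 69 arrays and summary of probes) and used as deposited. They ran from -0.16 to 14.12 over 32391 probe sets, and all columns of values were used. No gene was centred or scaled before the tests, and the RMA version is not given in the sources used here. Array medians ran from 6.21 to 6.28 in diestrus, 6.24 to 6.31 in CEH, 6.25 to 6.34 in mucometra and 6.20 to 6.34 in pyometra.

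Gene symbols came from the platform annotation. Of the 15947 symbols, 15265 matched a table of RefSeq genes of the assembly UU_Cfam_GSD_1.0, which was used for names only, with no coordinates. Older symbols in the paper were read as their current ones, such as IL8 as CXCL8, EMR1 as ADGRE1 and FIGF as VEGFD.

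Comparisons were fitted with limma 3.58.1 (lmFit and eBayes) in R 4.3.3, and drawings were made with Python 3.11.15 and matplotlib 3.10.9. The treatment comparison in CEH and mucometra and the comparison of stages there had diagnosis as a second factor. Camera and fry come from the same package, and their p values were adjusted by Benjamini-Hochberg over the 28 lists of a comparison. Clustering, principal components and Fisher's exact tests used base R, and all Fisher tests were two-sided.

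The genes named were set by a rule written before the data were examined: every gene named in the paper's text, Tables 2 to 4 or S2 to S4 Tables, in its comparison, whose tabulated values had been seen; the 10 largest rises and the 10 largest falls past the threshold of each comparison; and up to 4 members of each list with the largest change past it.

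The calls were tried on simulated arrays with the group sizes of each comparison, with 100 genes changed 3-fold, 100 changed 8-fold and 15747 unchanged. Each gene had the same spread in every comparison, taken within all groups together. Within pyometra the spread of a gene can be larger: IL1B had an SD of 1.89 in closed and 1.97 in open pyometra against 0.29 in diestrus. For such genes the counts below can overstate recovery in comparisons within pyometra, such as closed against open. At 3-fold the tests recovered 100 genes in pyometra against the other groups, 99 against diestrus, 97 in treated against untreated pyometra, 91 in closed against open pyometra, 98 in closed pyometra and 96 in open pyometra against diestrus. They recovered 100 in CEH and 100 in mucometra against diestrus, 95 in pyometra against mucometra, 93 in treated against untreated CEH and mucometra, 96 for the interaction and 99 between stages. At 8-fold 99 or 100 were recovered in every comparison. False calls numbered 4 in treated against untreated pyometra, 3 in treated against untreated CEH and mucometra, 3 for the interaction, 1 each in pyometra against the other groups, against diestrus and against mucometra and in closed against open pyometra, and 0 in the others.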

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

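The tests of neutrophils over all genes changed by treatment, of the median of the cell cycle genes, of cervix condition and of tissue handling were chosen after the result was seen. For 4 genes there was a dog far from the rest of its group. IL6 in dog 213 was the lowest of the 10 treated dogs with pyometra, at a log2 value of 5.41, with 7.50 in the nearest dog and a median of 7.92 (gap over range 0.484). E2F1 in dog 198 was the lowest of the 7 untreated ones (4.68, nearest 5.50, median 5.77, gap over range 0.569). In closed pyometra, MMP8 was highest in dog 229 (10.67, nearest 7.58, median 7.04, 0.517) and KDR lowest in dog 100 (7.73, nearest 8.49, median 8.98, 0.517). These are 4 of 58 groups tested, and chance marks about 1 in 20 groups.

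The effect of treatment differed between pyometra and the other lesions by the interaction test for 632 genes, where splits of the same dogs gave at most 87, so chance can be excluded. Comparisons that the paper does not report also gave changed genes: 290 in CEH against diestrus (highest of other splits 1), 1013 in mucometra against diestrus (54), 582 in pyometra against mucometra (4) and 45 between anestrus and the diestrus stage in CEH and mucometra (0). Chance can be excluded for each of these counts.

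Treated and untreated pyometra differed in 636 genes, and chance can be excluded (highest of other splits 126). The tables argue against a larger share of myometrium in the untreated samples as the cause, since 364 genes were still changed with the smooth muscle list as a covariate, and against the closed cervix of most treated dogs, since 614 were still changed with cervix condition. For the cell cycle genes the rule set beforehand does not decide on a larger share of neutrophils. With the neutrophil list as a covariate 6 of the 28 genes were still called, a number between its bounds, because the standard errors grew from 0.22 to 0.39. The median of the 28 genes went from 1.62 to 1.68 with all 28 in the same direction, which argues against neutrophils as far as this list measures them. That median rule was chosen after the result was seen, and the 28 genes were selected for their rise in these same dogs. Over all 636 genes neutrophils and treatment cannot be told apart, because 40 genes were still changed, while the cell cycle list as covariate left 1 and the median list left 353. In the called direction the median change of the 636 genes went from 1.35 to 0.73 (median SE 0.28 and 0.41), which is within 2 SE of 0. An effect of the progesterone treatment itself, and other differences between the dogs that were treated and those that were not, stay open as untested.

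Closed and open pyometra each had genes that changed against diestrus in that group alone, 507 together. Chance cannot be excluded for this number: of 100 splits of the 17 dogs into groups of 9 and 8, 57 gave as many, and the highest of the others gave 879. Previous treatment, of 7 of the 9 closed and 3 of the 8 open cases, cannot be told apart from the cervix condition as the source of the closed-only genes. Of these, 13.3% changed the same way with treatment, which is below the 18.7% of the genes changed in both groups, the bound set beforehand. That bound does not decide, because the share was 0.939% among the open-only genes (2 of 213, Fisher's exact test against the closed-only genes, p = 6.07e-08). An effect of the cervix condition stays open as untested, beyond the direct comparison, where 0 genes passed by limma (20 at an unadjusted p under 0.05).

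In CEH the 290 genes against diestrus are consistent with a part played by the anestrus stage of 6 of the 16 dogs: with the 10 dogs in the diestrus stage 37 genes changed, and 98 of 99 random subsets of 10 CEH dogs gave more (25 to 639, median 275). A response to tissue handling is not decided. With the immediate early genes as a covariate, the median change of the 290 genes in the called direction went from 1.22 to 0.84 (median SE 0.30 and 0.31), with 287 in the same direction. The 290 genes were selected for their change in these same dogs, and a list mean may capture only part of such a response. Of the 290 genes 20 were still called, as the median then lay under 2-fold, and the 28 lists as covariates left 0 to 286 (median 125.5). Handling stays open as a part or the whole of the cause. The lesion itself stays open as an untested explanation, as do age and serum progesterone, which differed from the diestrus dogs in Table 1. The phase within diestrus can bear on few dogs. In Table 1 nearly all CEH dogs in the diestrus stage were in early diestrus, as were the diestrus dogs.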

How the results depend on the processing

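The alternatives that set aside dogs 100 and 216, count dog 225 as treated or take CEH and mucometra only as the other groups were chosen after the data were seen, as was the unadjusted p with previous treatment as a covariate. Of 117 alternatives for counts and clusters, 92 stayed within 1.5 times of the reported value or within its spread and 25 did not. Bonferroni correction, which is stricter by construction, gave 145 genes for treatment in pyometra, 986 for open pyometra against diestrus, 40 for CEH, 119 for pyometra against mucometra, 70 for the interaction with treatment and 1 for stage. Leaving out the third of genes with the lowest mean, so that fewer genes are tested, gave 386 for treatment, 372 for pyometra against mucometra and 421 for the interaction. For closed against open pyometra, an unadjusted p gave 20 genes, and 43 with previous treatment as a covariate. With dogs in the diestrus stage only, 37 genes changed in CEH. Without dogs 100 and 216 the interaction gave 393 genes. Bonferroni correction gave 487 genes for pyometra against CEH and mucometra only, and 55 for treatment with dog 225 counted as treated. Where no construction is named, the cause was not tested.

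In clustering, complete linkage put 19 dogs in the branch with pyometra, 4 with mucometra and 1 with CEH among them, and the cause was not tested. Average linkage gave 39 dogs as reported, and 5000 genes or all genes gave 36. Of the lists, 11 passed camera with an estimated correlation over the 5 comparisons planned: 9 for pyometra, 2 for treatment, 0 for closed against open, 0 for CEH and 0 for mucometra. Fry called 0 for closed against open pyometra and 24, 12, 17 and 24 for the others.

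Cell cycle genes called higher in pyometra against the other groups turned direction with untreated dogs only: BUB1 was at -0.19, KIF11 at -0.40 and MKI67 at -0.42, and the cause was not tested. Of 98 named genes in that comparison, 68 kept their side of the threshold under this alternative. Another 27 lost the call in the same direction, and these 3 lost it with the direction turned. For treatment, 16 of 81 named genes did not pass with case number as a covariate, 10 of 81 with dogs in the diestrus stage only and 14 of 81 without dogs 100 and 216. Without these dogs, 52 named genes of the interaction kept their side of the threshold and 20 did not pass.

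Leaving out 1 dog at a time, the treatment count ran from 522 (without dog 100) to 758 (without dog 225, 479 higher and 279 lower), and the closed against open count from 0 to 0. No paired analysis was possible because each dog gave 1 sample. The ratio of signal to background was not used here, so what it limits for single genes is not known.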

Differences from the paper's values

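Counting dog 225 as treated and taking CEH and mucometra only as the other groups are settings chosen after seeing the values. Fold changes of the paper's tables were set beside those here. They lay within 1 standard error for 57 of 57 measured genes of Table 2, 20 of 20 of Table 4, 67 of 67 of S3 Table and 32 of 32 of S4 Table, for 17 of 18 of Table 3 and for 9 of 19 of S2 Table.

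In Table 3, MAMDC2 has -9.64 as the paper's value and -7.24 here. Of the alternatives set before the data were examined, array quality weights (-8.33) and cervix condition as a covariate (-8.39) do not differ from the paper's value, while case number as a covariate (-6.50) and dogs in the diestrus stage only (-6.70) do. With dog 225 counted as treated, chosen after seeing the values, the fold change was -9.69, all 18 genes of Table 3 lay within 1 standard error, and 0 of the paper's called genes were dropped.

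In S2 Table, the paper's values and those here were 22.81 and 34.1 for MMP13, 15.96 and 24.9 for TFPI2, 13.65 and 18.3 for SMPDL3A, 12.92 and 16.4 for S100A8, and 11.04 and 13.8 for S100A9. They were 10.91 (the paper's) and 15.0 (here) for CXCL8, 9.36 and 11.8 for MMP12, -6.42 and -10.6 for EPHA7, -4.80 and -3.40 for PTGER3, and -3.43 and -2.58 for ANGPTL1. Of the alternatives set before the data were examined, case number as a covariate does not differ from the paper's value for any of these genes except PTGER3. Array quality weights do not differ for PTGER3 and ANGPTL1, untreated dogs only for TFPI2 and MMP12, and a fit of all groups for SMPDL3A, S100A8, S100A9 and MMP12. Dogs in the diestrus stage only differ for all 10, and each alternative differs for the genes not named with it. With CEH and mucometra only as the other groups, chosen after seeing the values, all 19 measured genes lay within 1 standard error and 0 of the paper's called genes were dropped. The median absolute log2 difference from the paper's values was 0.00719 in that setting. It was 0.067 with case number as a covariate and 0.341 in the setting reported here.

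For pyometra against the other groups the paper counts 189 genes, 169 higher and 20 lower, where 932, 697 and 235 were found here. Every alternative set before the data were examined differs from these counts, including Bonferroni (714, 577 and 137), and so does CEH and mucometra only with Bonferroni (487, 396 and 91), chosen after seeing the values and dropping 0 of the 19 genes of S2 Table. For treated against untreated pyometra the paper's counts are 194 genes, 134 higher and 57 lower, which sum to 191, and 636, 460 and 176 were found here. Fig 3B shows about 11 treated and about 6 untreated dogs (read by eye), where the Results section, Table 1 and Fig 1 give 10 and 7, the numbers used here. With dog 225 counted as treated, chosen after seeing the values, the groups are 11 and 6 and 710 genes changed, 425 higher and 285 lower, which differ from the paper's counts too, and 0 of the 18 genes of Table 3 are dropped. Bonferroni does not differ for all genes (145) and the higher ones (123) but differs for the lower ones (22), and it drops 13 of the 18 genes of Table 3. The other alternatives set before the data were examined differ for all 3 counts. Dog 225 counted as treated with Bonferroni, chosen after seeing the values, reaches 41 lower genes, which does not differ, but gives 55 genes in all and 14 higher, which differ, and drops 15 of the 18 genes of Table 3.

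The paper gives 70 genes for closed pyometra only and 34 for open pyometra only, against 294 and 213 here. Bonferroni (343 and 130) and the third of genes with the lowest mean left out (222 and 131), both set before the data were examined, differ as well. Between closed and open pyometra the paper's count is 82 without a stated adjustment, and 0 were found here after adjustment, 20 at an unadjusted p and, in a setting chosen after seeing the values, 43 at an unadjusted p with previous treatment as a covariate, all of which differ. The paper names no genes for this count, so none can be dropped. After Bonferroni correction 0 genes remained, as the paper states. Of the genes of Table 2, the paper keeps 29 against the other groups, 7 of them lower, and 47 and 23 passed here. For all of them Bonferroni (37), case number as a covariate (41) and untreated dogs only (40) do not differ, while array quality weights (50), dogs in the diestrus stage only (52) and a fit of all groups (45) do. For the lower ones each of these differs, and only CEH and mucometra only with Bonferroni (9), chosen after seeing the values and dropping 0 genes of S2 Table, does not. In that setting the 28 measured genes printed in bold and 3 others passed. With CEH and mucometra only at the Benjamini-Hochberg threshold, also chosen after seeing the values, 36 passed in all and 12 of them lower.

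The legend of Fig 2D gives VEGF, with no member of the family named, as underexpressed in treated dogs. It was read here as VEGFA, which had a log2 fold change of 0.01 (adjusted p = 0.973 by limma). If another member was meant, the value of VEGFA does not bear on the legend. The paper states that COX-2 differed in pyometra of treated dogs, whereas PTGS2 had 1.32 (adjusted p = 0.0985), and with dog 225 counted as treated, chosen after seeing the values, it passed with 1.98 (adjusted p = 0.00436). Of the 10 genes that the text names as higher in treated dogs, the other 9 changed in that direction here. The paper states that cycle stage was spread at random over the groups of the tree. In Fig 1, 11 of 36 dogs in the branch with pyometra and 3 of the other 33 were in anestrus (Fisher's exact test, p = 0.0365). That test does not decide, because the 21 dogs of the diestrus group, all in the other branch, were in diestrus by selection. Within CEH and mucometra, without those dogs, Fisher's exact test gave p = 0.274. The paper calls the genes of S3 and S4 Tables exclusive to closed or open pyometra, whereas, at the paper's fold filter with the adjusted p, 30 of the 67 measured genes of S3 Table changed in open pyometra too and 12 of the 32 of S4 Table in closed pyometra. Past the adjusted p alone the numbers were 64 and 32.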

Other observations

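The list tests for pyometra against mucometra, for stage and for treatment in CEH and mucometra were added to the 5 comparisons planned for lists, after the data were seen. In 15 dogs with mucometra against 21 in diestrus, 8 of 18 complement genes rose (median 0.92, camera adjusted p = 6.9e-08; adjusted p = 0.153 with an estimated correlation), led by C7, C3 (3.10, SE 0.37, adjusted p = 1.52e-08) and C6 (2.69, SE 0.28, adjusted p = 9.57e-10). Of 20 immediate early genes, which respond within minutes to stimuli such as tissue handling, 17 rose (median 1.85, camera adjusted p = 9.16e-11, and 0.164 with an estimated correlation), led by FOSB (3.51, SE 0.48, adjusted p = 2.06e-07) and FOS (2.86, SE 0.39, adjusted p = 2.13e-07). Cell cycle genes fell for 13 of 37 genes (median -0.87, camera adjusted p = 1.71e-05, and 0.448 with an estimated correlation), such as MKI67 (-1.77, SE 0.45, adjusted p = 0.00128) and TOP2A (-1.51, SE 0.43, adjusted p = 0.0036). T and NK cell markers rose for 6 of 18 genes (median 0.86, camera adjusted p = 2.71e-07, and 0.204 with an estimated correlation), with CD2 at 1.90 ± 0.26 and CD3E at 1.62 ± 0.23 (SE). MUC16 and MUC1, mucins of the luminal surface, rose by 2.53 ± 0.44 and 2.23 ± 0.45, and AKR1C3, which reduces prostaglandins and steroids, by 4.60 ± 0.76 (SE). In CEH the immediate early genes rose for 8 of 20 genes (median 0.91, camera adjusted p = 1.94e-06, and 0.384 with an estimated correlation) and complement for 6 of 18 genes (median 0.41, 0.000105; 0.384), with C6 at 1.83 ± 0.33 (SE). Simple epithelium markers were lower as a list in CEH (0 of 20 singly, median -0.47, camera adjusted p = 7.93e-05, and 0.384 with an estimated correlation) and smooth muscle markers rose for 3 of 14 genes (median 0.48, 9.9e-05; 0.391). Camera called 16 lists in CEH and 18 in mucometra at the preset correlation and 0 in both with an estimated one, where the lowest adjusted p were 0.384 and 0.153. Counts adjusted over the list alone were the same in both comparisons for the lists named.

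In pyometra against mucometra 14 of 19 neutrophil markers rose (median 1.44, camera adjusted p = 9.66e-10, and 0.198 with an estimated correlation) and 11 of 17 macrophage markers (median 1.18, 9.24e-12; 0.163). Cell cycle genes rose for 15 of 37 genes (median 0.89, camera adjusted p = 2.35e-12, and 0.232 with an estimated correlation), and immediate early genes fell for 10 of 20 genes (median -1.01, 4.36e-08; 0.204), with FOSB at -3.09 (SE 0.46, adjusted p = 4.1e-05). SAA1, an acute phase protein, rose by 3.16 (SE 0.58, adjusted p = 0.000233). Camera called 19 of 28 lists at the preset correlation and 0 with an estimated one. Of the 582 genes changed in this comparison, 325 also changed with treatment within pyometra, 278 higher and 47 lower in both, where independent lists would share 13 and 1.47, and both comparisons share the dogs with pyometra. Between stages in CEH and mucometra, PTGS2 was higher in anestrus (1.77, SE 0.46, adjusted p = 0.0429), as were TNC (1.68 ± 0.37, SE) and CCL3 (1.10 ± 0.27, SE), and 34 of the 45 genes also changed in mucometra against diestrus. Camera called 10 lists there and 0 with an estimated correlation (fry 1), chemokines with 2 of 24 genes higher among them (camera adjusted p = 5.59e-05; 0.279 with an estimated correlation).

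In treated against untreated pyometra, matrix metalloproteinases and their inhibitors had 2 higher and 1 lower of 20 genes with no call as a list (camera adjusted p = 0.864). The same held for complement (2 higher of 18, 0.228), steroid receptors and hormone-responsive genes (2 lower of 26, 0.0654), Wnt signalling (1 lower of 28, 0.228), hypoxia response (1 higher of 18, 0.44) and immediate early genes (1 lower of 20, 0.44). ESR1, the estrogen receptor alpha, was among those that fell (-1.31, SE 0.35, adjusted p = 0.0176).

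Dogs 216 (mucometra) and 100 (untreated closed pyometra) had the most alike pair of arrays, with r = 0.9928 over the genes and 32 genes at least 2-fold apart. The next pair, dogs 97 and 144 in diestrus, had r = 0.9889 and 126 such genes, and over all 2346 pairs the medians were 0.933 and 1672. The reason was not tested.

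Splits of the same dogs were also counted for the other comparisons. Chance can be excluded for pyometra against the other groups (932 genes, highest of other splits 0), pyometra against diestrus (1591 and 1), closed pyometra against diestrus (1636 and 100) and open pyometra against diestrus (1555 and 251). Where 0 genes changed by limma at the adjusted p, all 100 splits give as many by construction and decide nothing. At that threshold the highest of the other splits gave 36 in closed against open pyometra and 1 in treated against untreated CEH and mucometra. The real counts at an unadjusted p under 0.05, for which no splits were counted, were 20 and 11.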
